# Surface proteins of *Propionibacterium freudenreichii* MJ2 inhibit RANKL-induced osteoclast differentiation by lipocalin-2 upregulation and lipocalin-2-mediated NFATc1 inhibition

**DOI:** 10.1038/s41598-023-42944-y

**Published:** 2023-09-20

**Authors:** Jiah Yeom, Seongho Ma, Dong Joon Yim, Young-Hee Lim

**Keywords:** Microbiology, Rheumatology

## Abstract

Osteoclasts degrade bone and osteoclast differentiation has been implicated in bone destruction in rheumatoid arthritis. The dairy bacterium *Propionibacterium freudenreichii* MJ2 (MJ2) isolated from raw milk inhibits osteoclast differentiation and ameliorates collagen-induced arthritis. This study aimed to investigate the inhibitory effect of the surface proteins of MJ2 on receptor activator of nuclear factor-κB ligand (RANKL)-induced osteoclast differentiation and explain the underlying mechanism. The murine macrophage cell line RAW 264.7 was used to study the inhibition of osteoclast differentiation. The surface proteins significantly inhibited RANKL-induced osteoclast differentiation in a protein concentration-dependent manner by inhibiting the expression of genes and proteins related to osteoclast differentiation. RNA microarray analysis showed that the surface proteins significantly upregulated lipocalin-2 (lcn2) expression. In addition, they downregulated c-fos and NFATc1 and inhibited the expression of NFATc1-downstream genes *Atp6v0d2*, *Calcr,* and *Ctsk*. siRNA silencing of lcn2 decreased the extent of surface protein inhibition on osteoclast differentiation, suggesting that lcn2 plays an important role in the inhibition of RANKL-induced osteoclast differentiation. In conclusion, surface proteins of MJ2 show inhibitory effects on RANKL-induced osteoclast differentiation by upregulating lcn2 expression, in turn downregulating NFATc1, leading to the inhibition of NFATc1-downstream osteoclastogenesis-related gene expression.

## Introduction

Rheumatoid arthritis (RA) is an inflammatory disease that could occur in all age groups. RA is known as an autoimmune disease, however, the exact cause of RA is unknown^1,2^. RA activates synovial cells in the joints and induces inflammation, cartilage destruction, and further bone damage. Recently, the involvement of osteoclasts in bone erosion in RA was reported^3^. In patients with RA, osteoclasts located in the synovium and bone interface erode the joint bone at an early stage of the disease and gradually worsen bone loss^3^.

Osteoclasts, the major bone-destroying cells, are multinucleated cells that differentiate from the monocyte-macrophage lineage. In this process, receptor activator of nuclear factor-κB (RANK) ligand (RANKL) attaches osteoclast precursor cells to the bone matrix and then activates the differentiation of immature osteoclasts into a mature state^4^. Mature steoclasts create an acidic bone microenvironment, and secrete substances that mediate bone destruction, including tartrate-resistant acid phosphatase (TRAP), cathepsin K (Ctsk), and calcitonin receptor (Calcr). In addition, osteoclasts secret pro-inflammatory cytokines and chemokines, which proceeds the inflow of more osteoclast precursors; eventually, inflammation and bone destruction worsen with a consequent RA process. Therefore, an intensive study focusing on osteoclasts is needed to understand RA development in detail.

Osteoclasts in the RA microenvironment are more easily differentiated from macrophages by increasing the RANKL to osteoprotegerin (OPG) ratio^5^. The OPG/RANKL/RANK system between osteoblasts and osteoclasts becomes a new target to improve bone diseases, such as RA and osteoporosis^5^. RANKL, a major factor in joint destruction, binds to RANK expressed on osteoclast precursors and then induces osteoclast differentiation. Thus, chemical and biological agents inhibiting RANKL expression have been in the spotlight as therapeutic agents for preventing joint destruction in patients with RA^4^.

To date, no drugs can completely cure RA and most drugs are only focused on the attenuation of inflammation. Alternatively, steroids, nonsteroidal anti-inflammatory drugs, and disease-modifying anti-rheumatic drugs, are used to improve RA symptoms by delaying the progression of RA or relieving pain and inflammation. Consumption of them are known to have side effects, such as liver injury and development of tuberculosis^6,7^. A few agents target the inhibition of osteoclast differentiation, specifically inhibiting the RANKL-RANK interaction. Bisphosphonates and zoledronic acid have been used to inhibit osteoclast differentiation^8,9^. Denosumab, an anti-RANKL antibody, blocks RANKL-RANK binding, thereby inhibiting osteoclast differentiation and preventing RA-associated bone erosion, although it does not prevent inflammation^10^. Therefore, safer and more effective agents for preventing osteoclast differentiation and bone loss should be developed to treat RA.

Recently, probiotics receive a lot of attention as a treatment for autoimmune diseases such as RA because of their beneficial effects on the immune system and gut-bone axis^11,12^. A dairy *Propionibacterium freudenreichii* is a beneficial bacterium possessing probiotic properties, including anti-inflammatory and bifidogenic activities^13,14^. In our previous study, we observed that heat-killed *P. freudenreichii* MJ2 (MJ2) isolated from raw milk promotes osteoblast differentiation and alleviates osteoporosis by increasing the OPG to RANKL ratio^15^. In addition, MJ2 inhibited RANKL-induced osteoclast differentiation^16^. Based on our previous study, we separated surface, secreted, and cytoplasmic proteins from *P. freudenreichii* MJ2 and found that surface proteins showed inhibitory effects on osteoclastogenesis. Therefore, the aim of this study was to investigate the effect of surface proteins of MJ2 on RANKL-induced osteoclast differentiation and to elucidate the inhibitory mechanism of osteoclast differentiation.

## Results

### Cytotoxicity of surface proteins isolaed from *P. freudenreichii* MJ2 in RAW 264.7 cells

The number of dead bacteria stained with propidium iodide (PI) did not significantly increase in MJ2 treated with Gu-HCl compared with the number of live MJ2 without Gu-HCl treatment (Supplementary Fig. 1). The results indicate that chaotropic agent (guanidine-HCl (Gu-HCl)) used for extracting surface proteins from MJ2 did not significantly damage bacterial cells, which means that the extracted surface proteins contained few proteins derived from the cytoplasm by cell lysis. Therefore, we used surface proteins extracted by Gu-HCl treatment in this study.

The viability of the cells treated with surface proteins up to 10 μg/mL did not show any cytotoxicity, moreover, the viability of the cells treated with 2.5 and 5 μg/mL surface proteins showed a significant increase (Supplementary Fig. 2). Therefore, we used surface proteins at concentrations of 2.5, 5, and 10 μg/mL.

### Surface proteins inhibit TRAP activity in RAW 264.7 cells

Differentiation of osteoclast precursor cells into mature osteoclasts takes time; accordingly, RANKL-induced osteoclast differentiation from RAW 264.7 cell is clearly observed after 3 days^17^. Thus, to determine whether surface proteins affect the early or late stages of osteoclastogenesis, surface proteins (10 μg/mL) were added immediately (0 day) or after 1, 2, or 3 days to the RANKL-treated cells, and TRAP activity was measured after 4 days of RANKL-induction. All the results obtained for each addition of surface proteins showed a significant effect on the inhibition of osteoclast differentiation, although the degree of inhibitory effect gradually decreased in a time-dependent manner (Fig. 1A). These results suggest that surface proteins inhibit osteoclast differentiation during the early stages of osteoclastogenesis.

**Figure 1:**
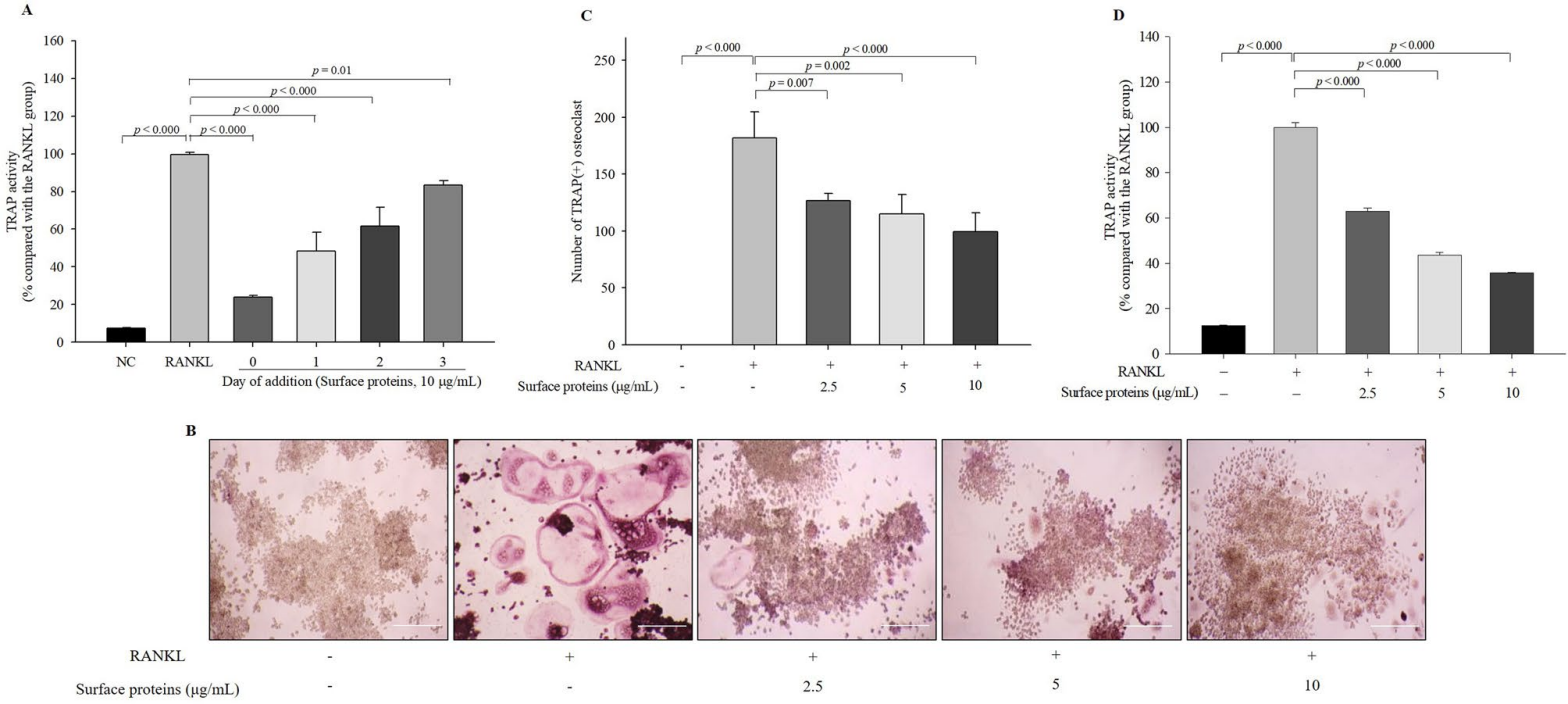
Effect of surface proteins on osteoclastogenesis. Surface proteins were added immediately (0 day) or after 1, 2, or 3 days to the RANKL-treated cells and TRAP(+) osteoclast number and activity were measured on Day 4 after treatment of RANKL (**A**). RANKL-induced osteoclast formation was measured by TRAP staining after 4 days of treatment of surface proteins (**B**) (100 × , scale bar = 100 μm) and the number of TRAP(+) osteoclasts (**C**) and TRAP activity (**D**) were quantified. The values indicate the mean ± SD of three independent experiments performed in triplicates.

After 4 days of treatment, TRAP(+) osteoclast number and activity in the surface protein-treated cells significantly decreased in a protein concentration-dependent manner compared with the cells treated with RANKL alone (Fig. 1B–D). These results suggest that surface proteins inhibited osteoclastogenesis and TRAP activity, which means that surface proteins contain the active component(s) of MJ2 that inhibits osteoclast differentiation.

### Surface proteins decrease the expression levels of osteoclast-related genes and proteins

The expression levels of RANKL-induced osteoclastogenic genes, including *RANK*, *c-fos*, *NFATc1,* and *NFκB*, significantly decreased in cells treated with surface proteins in a protein concentration-dependent manner compared with those in the cells treated with RANKL alone (Fig. 2A). At the protein level, the expression levels of NFATc1 (a master transcription regulator of osteoclast differentiation), c-fos (a key regulator of osteoclast-macrophage lineage determination), RANK, and pNFκB/NFκB significantly decreased in the cells treated with the surface proteins in a protein concentration-dependent manner compared with the those in the cells treated with RANKL alone (Fig. 2B,C). The expression levels of NFATc1-downstream genes, such as *Calcr*, *Ctsk,* and *Atp6v0d2* (ATPase, H + transporting, lysosomal V0 subunit D2), which is a subunit associated with proton transport in the plasma membranes of osteoclasts, were significantly decreased in the cells treated with surface proteins compared with those in the cells treated with RANKL alone (Fig. 2D). These results suggest that surface proteins inhibited RANKL-induced osteoclast differentiation.

**Figure 2:**
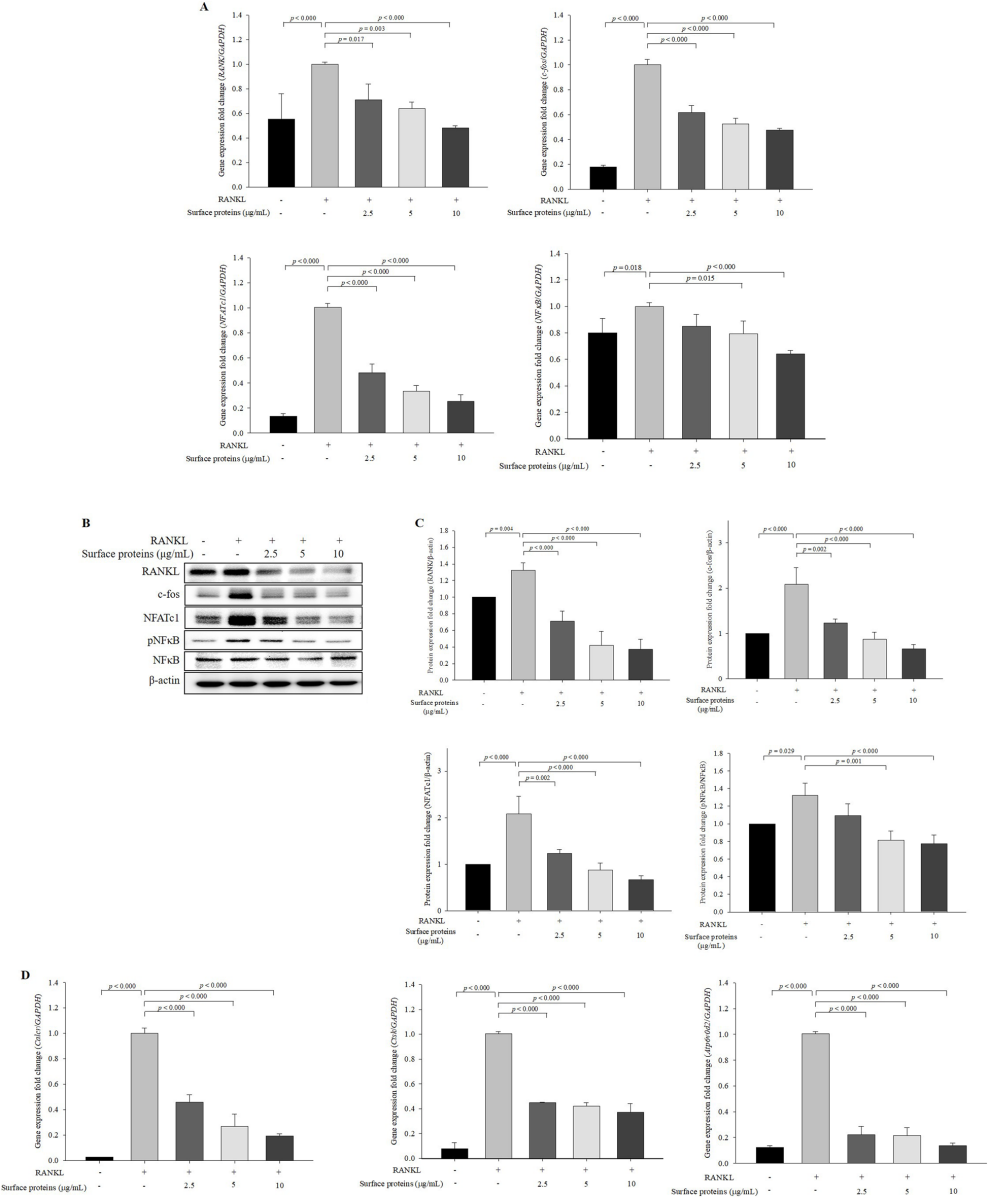
Expression levels of osteoclast differentiation-related genes and proteins in the cells treated with surface proteins extracted from *P. freudenreichii* MJ2. The expression levels of RANKL-induced osteoclastogenic genes proteins were measured by qPCR and western blot, respectively. RANKL-induced osteoclastogenic genes (**A**), proteins (**B**) and quantified (**C**), and NFATc1-downstream genes (**D**). The values indicate the mean ± SD of three independent experiments performed in triplicates. The full-length blots are shown in Supplementary Fig. 4.

### Gene expression analysis of surface protein-treated cells

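RNA was sequenced from RAW264.7 cells, a mouse macrophage line that differentiates into osteoclast-like cells when it is given RANKL, the cytokine that starts osteoclast differentiation. The negative control (RANKL alone) and the surface protein-treated cells were each covered by 3 libraries. By the sample labels, RANKL was given at 50 ng/mL, the surface proteins at 10 µg/mL, and the treatment lasted 4 days. The same series holds 3 libraries of cells treated with heat-killed MJ2, which the paper does not report on, and the labels do not state library by library that these cells also received RANKL. The libraries were made with a kit that reads the 3′ end of each mRNA, so the value of a gene does not grow with the length of its transcript. For each library the authors deposited 1 value on the log2 scale for each of 23282 gene rows. The methods name a normalization between samples, and how these values were scaled is not known beyond that. The genome build, aligner and annotation behind these values are not stated in the text of the paper. Raising 2 to each value and subtracting 1 gave a scale on which the low values above 0.5 sit close to whole reads. Values on this scale are called adjusted reads here. They summed to between 6156467 and 6195319 per library with RANKL alone (median 6172473) and to between 6329523 and 6503682 with surface proteins (median 6376131). In all 9 libraries 7779 rows were listed at 0, and 15503 rows were above 0 in at least 1 library. The ribosomal RNA gene Rn45s took between 8.91% and 12.4% of the adjusted reads of a library.

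The deposited log2 values were compared between the groups with limma, without a further normalization. Genes were tested if they had at least 10 adjusted reads in at least 3 of the 6 libraries compared, and p-values were adjusted by the Benjamini-Hochberg method. A gene was counted as differentially expressed at an adjusted p under 0.05 and a fold change of at least 2. A library without a read of a gene still allows up to 3 reads, so a fold change against a group at or under 3 adjusted reads in every library is given as a lower bound against that floor, which covers counting error only. With 3 libraries against 3, no exact two-sided permutation test on a single gene can give less than p = 0.1.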

RNA sequencing of the negative control sample treated with RANKL alone and that of the cells treated with surface proteins and RANKL were performed to explore the inhibitory mechanism of surface proteins in osteoclast differentiation, and a total of 23,282 genes were identified. Among the total genes identified, 888 genes showed a significant increase (more than twofold) or decrease (less than 0.5-fold) (*p* < 0.05) in the expression level compared with those in the negative control. 

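Of the 10874 genes tested, 1901 were differentially expressed between the surface protein-treated cells and the negative control, 1105 of them higher and 796 lower with surface proteins. An adjusted p under 0.05 with no limit on the fold change gave 3163 genes, the largest count among the alternatives run, while an unadjusted p under 0.05 with a fold change of at least 2 gave 2145 genes (1229 higher and 916 lower). Each library was also left out in turn, and these fits gave between 1490 and 1876 genes. For 48.4% of the genes tested, all 3 libraries with surface proteins lay above or all 3 lay below the 3 libraries of the negative control, which chance alone gives for 10% of genes. Among the more highly expressed genes, Cxcl2 rose most, from a log2 value of 5.39 ± 1.58 (SD, n = 3) to 13.49 ± 0.38 (SD, n = 3), a log2 fold change of 8.10 (standard error 0.76, adjusted p = 0.00127 from limma). The log2 fold change of Cxcl2 ran from 7.56 to 9.01 when each library was left out in turn. Slc7a11 and C3ar1 followed with log2 fold changes of 5.48 (standard error 0.49) and 4.87 (standard error 0.23). The largest decrease among these genes was in Kbtbd11, which had a log2 value of 10.91 ± 0.10 (SD, n = 3) in the negative control and 6.98 ± 0.63 (SD, n = 3) with surface proteins, a log2 fold change of -3.93 (standard error 0.32, adjusted p = 8.9e-04 from limma).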

Using these genes, hierarchical clustering was performed among the groups of samples/genes and represented as heatmap (Fig. 3A). The dendrograms on the top and left sides show similar expression patterns among samples and genes, respectively. 

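The similarity of the libraries was measured as Pearson's r between the deposited log2 values of 2 libraries over the 11193 genes with at least 10 adjusted reads in at least 3 of the 9 libraries. This r is taken across genes, which are not independent replicates. Libraries of the same group had r between 0.946 and 0.958, and a library of the negative control and one with surface proteins had r between 0.823 and 0.869. Every pair within a group was therefore more alike than any pair between the 2 groups, by more than the range within groups. Average-linkage clustering on 1 - r split the 6 libraries into the 3 of the negative control and the 3 with surface proteins. Over the 500 most variable genes, r ran from 0.736 to 0.882 within groups and from 0.0299 to 0.288 between them. These genes were chosen by their variance over all 9 libraries, which favours genes that differ between groups. Their low r between groups is therefore no separate evidence.

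**Figure D1:**
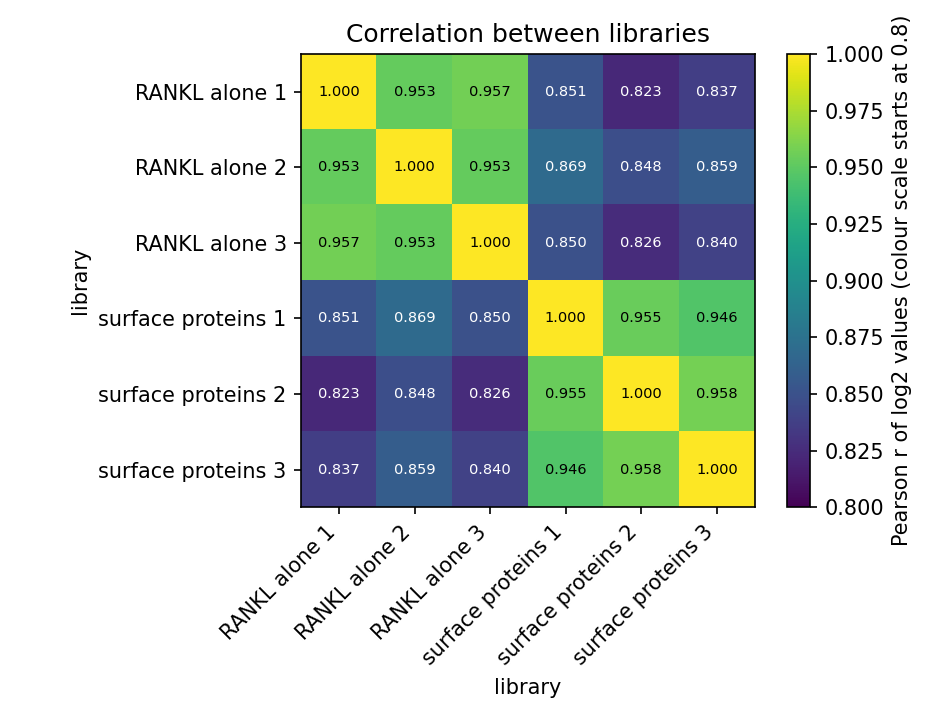
Pearson's r between the 6 libraries (3 of the negative control treated with RANKL alone and 3 treated with surface proteins and RANKL), computed over 11193 genes on the log2 scale, with libraries on both axes and r as colour and number. The blocks within a group hold r from 0.946 to 0.958 and the blocks between the groups r from 0.823 to 0.869.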

The results show that genes with similar expression patterns were relatively consistent within the control or surface protein-treated samples. 

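The term lists of KEGG and DAVID were not used here, and the direction of immune genes was taken from lists written from general knowledge of the pathways. Each list was compared with all other tested genes by limma's camera test with a preset inter-gene correlation of 0.01, and p-values were adjusted over the 6 lists of this kind. All 23 tested genes of the interferon response list rose with surface proteins, with a median log2 fold change of 2.93 (adjusted p = 7.7e-13 from camera), and 21 of them were differentially expressed. The count was also 21 when p-values were adjusted over the list alone. In the list of NF-κB and inflammatory genes, 16 of 19 rose, with a median log2 fold change of 0.78 (adjusted p = 3.7e-05 from camera), and 9 were differentially expressed, again 9 when adjusted over the list alone. This median depends on the filter on low values: it was 0.54 for genes with at least 10 adjusted reads in every library and 1.30 for genes with a mean of at least 1. Setting the 1 gene in each of these lists that had no more than 3 adjusted reads per library in the negative control to its lower bound left both medians where they were. Under limma's fry test both lists stayed past the threshold (adjusted p = 2.1e-04 and 6.2e-04). With the inter-gene correlation estimated from the 6 libraries in place of the preset value, neither list passed (adjusted p = 0.062 and 0.14).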

Using these 888 genes, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed, and the Database for Annotation, Visualization, and Integrated Discovery (DAVID) showed that the genes involved in the immune system process included the most upregulated genes. 

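Lcn2, which encodes lipocalin 2, lies on the minus strand of chromosome 2 of GRCm38 from 32384633 to 32388252. No library of the negative control held as much as 1 adjusted read of it, with 0, 0.110 and 0 adjusted reads in replicates 1, 2 and 3. The libraries with surface proteins held 1743, 4129 and 1668 adjusted reads, a mean of 2513. Measured against the floor of 3 reads, Lcn2 was at least 838-fold higher with surface proteins. Its log2 value was 11.16 ± 0.74 (SD, n = 3) with surface proteins, and the exact two-sided permutation test gave p = 0.1, the smallest p possible. The fitted log2 fold change of 11.11 (standard error 0.36, adjusted p = 5.7e-05 from limma) rests on the constant added before the log: with 0.1 in place of 1 it was 14.13, and with 2 it was 10.14. It stayed between 10.69 and 11.34 when each library was left out in turn. Of the 40 genes shown in Fig. 3B, the 20 drawn as higher had log2 fold changes from 3.54 to 11.11 and the 20 drawn as lower from -3.15 to -1.09, so that all 40 moved in the direction drawn. All but Polr3g were differentially expressed. Polr3g had a log2 fold change of -1.25 (standard error 0.41, adjusted p = 0.066 from limma), and all 40 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries.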

The heatmap based on the data of the 40 genes with 20 highest and lowest expression levels (fold change ≥ 2 or ≤ 0.5, *p* < 0.05) in the immune system process function showed that *lcn2* (lipocalin 2) was the most highly expressed gene (2426-fold) (Fig. 3B). In addition, 128 osteoclast differentiation-related genes were found and among them, of which 32 genes, including *Nfatc1*, *Acp5*, *Tnfrsf11a*, and *Ctsk* showed a fold change of ≥ 2 or ≤ 0.5 (*p* < 0.05) (Fig. 3C). 

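All 32 genes shown in Fig. 3C moved in the direction drawn, and 30 of them were differentially expressed. The 22 drawn as higher had log2 fold changes between 1.05 and 6.71, and the 10 drawn as lower between -3.09 and -1.15. Lck and Pira2 did not pass the threshold, and with p-values adjusted over the list alone, a list chosen on these libraries, all 32 passed. Nfatc1 (chromosome 18 of GRCm38, 80606205 to 80713071, minus strand) fell from a log2 value of 12.01 ± 0.17 (SD, n = 3) to 8.92 ± 0.66 (SD, n = 3), a log2 fold change of -3.09 (standard error 0.34, adjusted p = 0.0021 from limma). Acp5 (chromosome 9, 22126727 to 22135711, minus strand) fell from 12.63 ± 0.31 to 9.96 ± 0.80 (SD, n = 3 each), a log2 fold change of -2.66 (standard error 0.41, adjusted p = 0.0063). Tnfrsf11a (chromosome 1, 105780718 to 105847981, plus strand) fell from 9.42 ± 0.11 to 8.12 ± 0.09 (SD, n = 3 each), a log2 fold change of -1.29 (standard error 0.14, adjusted p = 0.0021). Ctsk (chromosome 3, 95499256 to 95509362, plus strand) fell from 13.00 ± 0.40 to 11.68 ± 0.20 (SD, n = 3 each), a log2 fold change of -1.33 (standard error 0.24, adjusted p = 0.010). In each of these 4 genes the groups did not overlap, and all 4 stayed differentially expressed with any 1 library left out. A list of osteoclast markers written without reference to these data had a median log2 fold change of -1.80 over its 15 tested genes (adjusted p = 7.6e-06 from camera, 0.0025 from fry and 0.14 with an estimated correlation). Of these 15 genes, 14 fell and 10 were differentially expressed, or 11 when adjusted over the list alone.

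**Figure D2:**
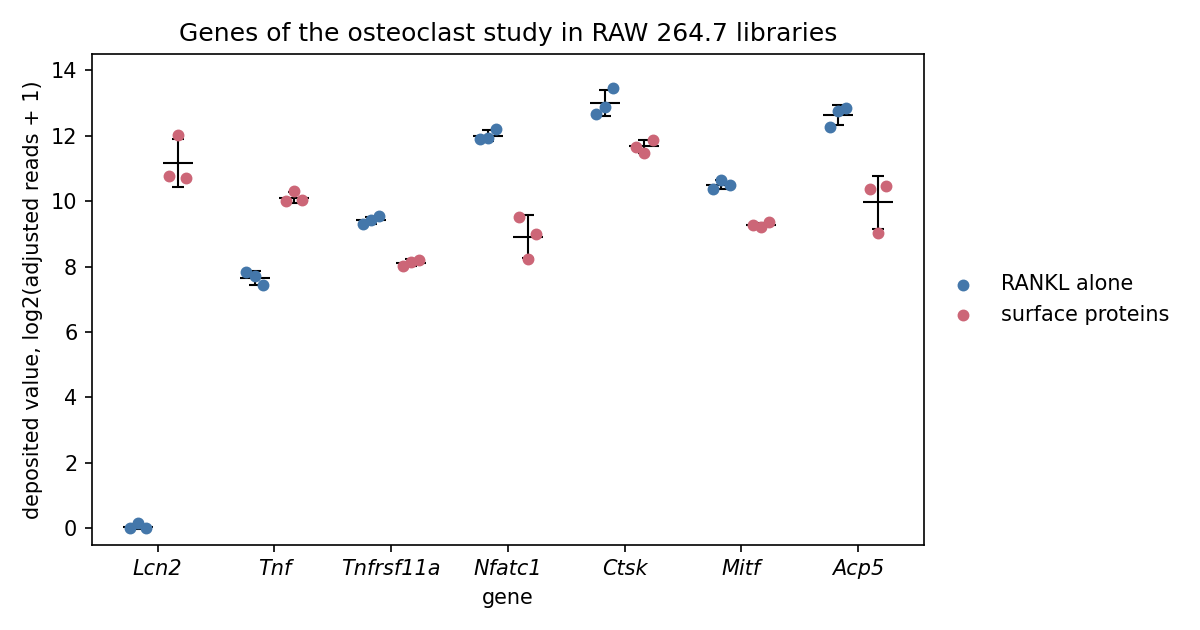
Deposited log2 values of 7 genes in the 3 libraries treated with RANKL alone and the 3 treated with surface proteins and RANKL; each point is 1 library, and the black bars give the mean and SD of each group. Lcn2 and Tnf are higher in every library with surface proteins, and Tnfrsf11a, Nfatc1, Ctsk, Mitf and Acp5 are lower in every one.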

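Of the 21 genes of Table 1, 11 were higher and 10 were lower with surface proteins, and 20 were differentially expressed. For every one of them the 2 groups did not overlap. Fcgr1 had a log2 fold change of 6.71 (standard error 0.83, adjusted p = 0.0031 from limma). Its values in the negative control ranged from 2.95 to 33.7 adjusted reads, and without replicate 1 of the negative control the log2 fold change was 7.73. Fcgr2b had a log2 fold change of 4.90 (standard error 0.32, adjusted p = 4.5e-04 from limma) and Socs3 one of 4.00 (standard error 0.20, adjusted p = 2.0e-04). Fcgr1, Fcgr2b, Fcgr3, Lilrb4a and Sirpb1b belong to gene families with similar sequences, and how the authors counted reads shared between such genes is not stated, so the value of a single member is uncertain. Csf1 held between 0.0898 and 7.42 adjusted reads in the negative control and between 21.5 and 76.01 with surface proteins. Its log2 fold change was 4.11 (standard error 0.82, adjusted p = 0.014 from limma), and it did not pass without replicate 2 of the surface protein group (adjusted p = 0.053, the highest of the alternatives, which went down to 0.0018). The log2 fold change of Csf1 ran from 3.47 to 4.95 when each library was left out in turn, and it reached 5.26 over all alternatives. Lck held 0.0943 adjusted reads in replicate 2 of the negative control against at least 18.8 in each of replicates 1 and 3, and its log2 fold change was 3.14 (standard error 1.15, adjusted p = 0.086 from limma). Without that replicate the log2 fold change of Lck was 1.74 and it passed (adjusted p = 0.021), with adjusted p from 0.014 to 0.20 over the alternatives. Among the genes that were lower, Fosl2 had a log2 fold change of -2.24 (standard error 0.26) and Itgb3 one of -1.86 (standard error 0.40). Itgb3 did not pass in 3 of the 6 fits that each left out a library, those without replicate 1 or replicate 3 of the negative control or without replicate 2 of the surface protein group, in which its adjusted p lay between 0.054 and 0.062, against 0.011 to 0.062 over all alternatives.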

To investigate the relationship between osteoclast differentiation-related genes and lcn2, interactions between lcn2 and 20 osteoclast differentiation-related genes (10 genes each with highest and lowest expression levels) were predicted using STRING analysis with the minimum required interaction score of 0.400 at medium confidence (Table 1). 

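Tnf (chromosome 17 of GRCm38, 35199381 to 35202007, minus strand) had a log2 value of 7.66 ± 0.22 (SD, n = 3) in the negative control and 10.11 ± 0.17 (SD, n = 3) with surface proteins. Its log2 fold change was 2.45 (standard error 0.17, adjusted p = 5.9e-04 from limma), and it lay between 2.33 and 2.54 with each library left out in turn. Mitf (chromosome 6, 97807052 to 98021349, plus strand) fell from 10.51 ± 0.13 to 9.27 ± 0.07 (SD, n = 3 each), a log2 fold change of -1.23 (standard error 0.14, adjusted p = 0.0024 from limma). Both differences exceeded the spread between replicates, and the exact two-sided permutation test gave p = 0.1 for each gene, as low as this design allows. Cst1 was not analysed here, and the interaction scores of STRING were not used here.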

Lcn2 directly interacts with tumor necrosis factor (Tnf) which directly interacts with *Tnfrsf11a* (RANK gene) and *Nfatc1* followed by Nfatc1-downstrem factors including *Cst1, Ctsk*, *Mitf*, and *Acp5* (TRAP gene) (Fig. 3D). By referring to previously reported result^18^, we hypothesized that lcn2 might be involved in the inhibitory mechanism of surface proteins on osteoclast differentiation.

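Ranked by the ratio of the group means of 2 raised to the deposited value, Lcn2 stood first among all gene rows with a ratio of 2425.8, and the gene ranked next had a ratio of 492.8. This ratio counts the constant added before the log as part of each mean, so for a gene without reads in the negative control it depends on that constant. Referring to an earlier report, the paper proposes that Lcn2 might take part in the inhibition by surface proteins.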

**Figure 3:**
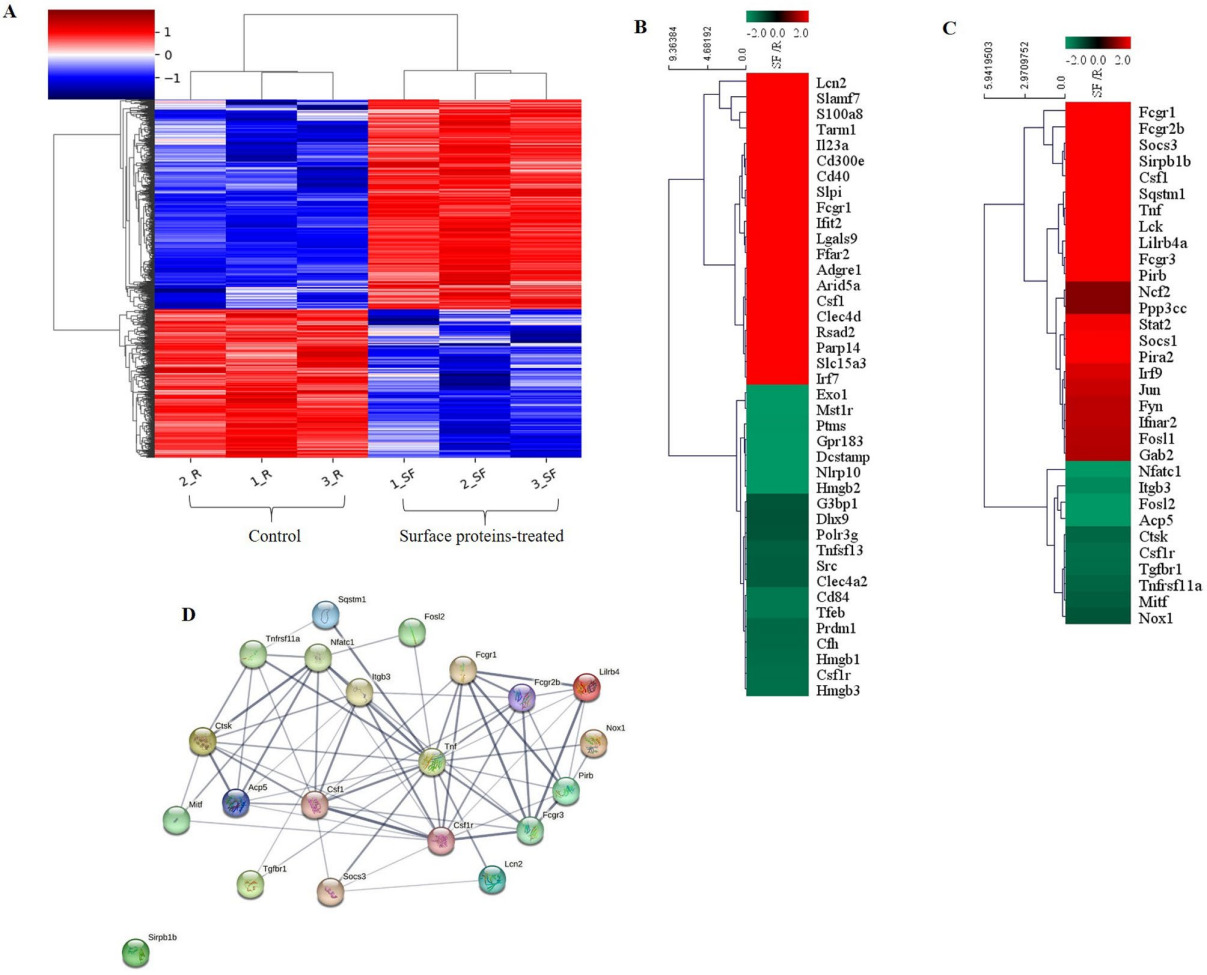
Results of the RNA sequencing of cells treated with surface proteins of *P. freudenreichii* MJ2. The differentially expressed genes (DEGs) between the negative control and surface proteins-treated cells were analyzed with excel-based differentially expressed gene analysis (ExDEGA). (**A**) Heatmap of hierarchically clustered samples/genes (red, significantly upregulated; blue, significantly downregulated). (**B**) Heatmap based on the data of the 40 genes with 20 highest and lowest expression levels (fold change ≥ 2 or ≤ 0.5, *p* < 0.05) in immune system process function (red, significantly upregulated; green, significantly downregulated). (**C**) Heatmap based on the data of osteoclast differentiation-related genes (32 genes) with expression level to fold change ≥ 2 or ≤ 0.5 (*p* < 0.05) (red, significantly upregulated; green, significantly downregulated). (**D**) Interaction network of 21 genes (lcn2 along with 20 genes with 10 highest and lowest expression levels in C, Table 1) identified by Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) analysis with a confidence cutoff of 0.40 using the STRING database. In the resulting gene association network, genes are presented as nodes connected by lines whose thickness represents the confidence level.

**Table 1:** Genes used for STRING analysis.

Gene symbol	Gene description	Fold change	*p* value
*Lcn2*	lipocalin-2	2425.546	0.036
*Fcgr1*	Fc receptor, IgG, high affinity I	61.600	≤ 0.000
*Fcgr2b*	Fc receptor, IgG, low affinity IIb	27.985	≤ 0.000
*Socs3*	suppressor of cytokine signaling 3	15.981	0.001
*Sirpb1b*	signal-regulatory protein beta 1B	15.498	0.010
*Csf1*	colony stimulating factor 1 (macrophage)	13.331	0.042
*Sqstm1*	sequestosome 1	6.045	0.002
*Tnf*	tumor necrosis factor	5.438	≤ 0.000
*Lck*	lymphocyte protein tyrosine kinase	5.081	0.017
*Lilrb4a*	leukocyte immunoglobulin-like receptor, subfamily B, member 4A	7.638	0.003
*Fcgr3*	Fc receptor, IgG, low affinity III	8.545	0.021
*Nfatc1*	Nuclear factor of activated T cells	0.125	≤ 0.000
*Itgb3*	integrin beta 3	0.288	0.023
*Fosl2*	fos-like antigen 2	0.220	≤ 0.000
*Acp5*	acid phosphatase 5, tartrate resistant	0.170	0.003
*Ctsk*	cathepsin K	0.390	0.023
*Csf1r*	colony stimulating factor 1 receptor	0.365	≤ 0.000
*Tgfbr1*	transforming growth factor, beta receptor I	0.368	0.007
*Tnfrsf11a*	tumor necrosis factor receptor superfamily, member 11a, NFKB activator	0.407	≤ 0.000
*Mitf*	microphthalmia-associated transcription factor	0.425	≤ 0.000
*Nox1*	NADPH oxidase 1	0.462	0.002

### Inhibition of lcn2 decreases the inhibitory effect of surface proteins on TRAP activity and actin ring formation

To demonstrate the interaction between lcn2 expression and TRAP activity in cells treated with surface proteins, lcn2 expression was inhibited via lcn2-siRNA transfection and TRAP activity was measured. The mRNA expression level of lcn2 significantly decreased in the lcn2-siRNA transfected cells compared with that in the control-siRNA-transfected cells (Fig. 4A). Following RANKL induction, TRAP activity and TRAP(+) osteoclast number significantly increased in the lcn2-siRNA transfected cells treated with surface proteins compared with that in the control siRNA-transfected cells treated with surface proteins (Fig. 4B–D). Furthermore, F-actin ring formation, which is responsible for bone resorption in mature osteoclasts, was measured by phalloidin staining. Upon RANKL treatment, an actin ring was formed along the inner side of large osteoclasts. The formation of actin-rich sealing zones was elevated in the lcn2-siRNA transfected cells treated with surface proteins compared with the control siRNA-transfected cells treated with surface proteins (Fig. 4E). These results suggest that surface proteins inhibit osteoclast differentiation by upregulating lcn2 expression.

**Figure 4:**
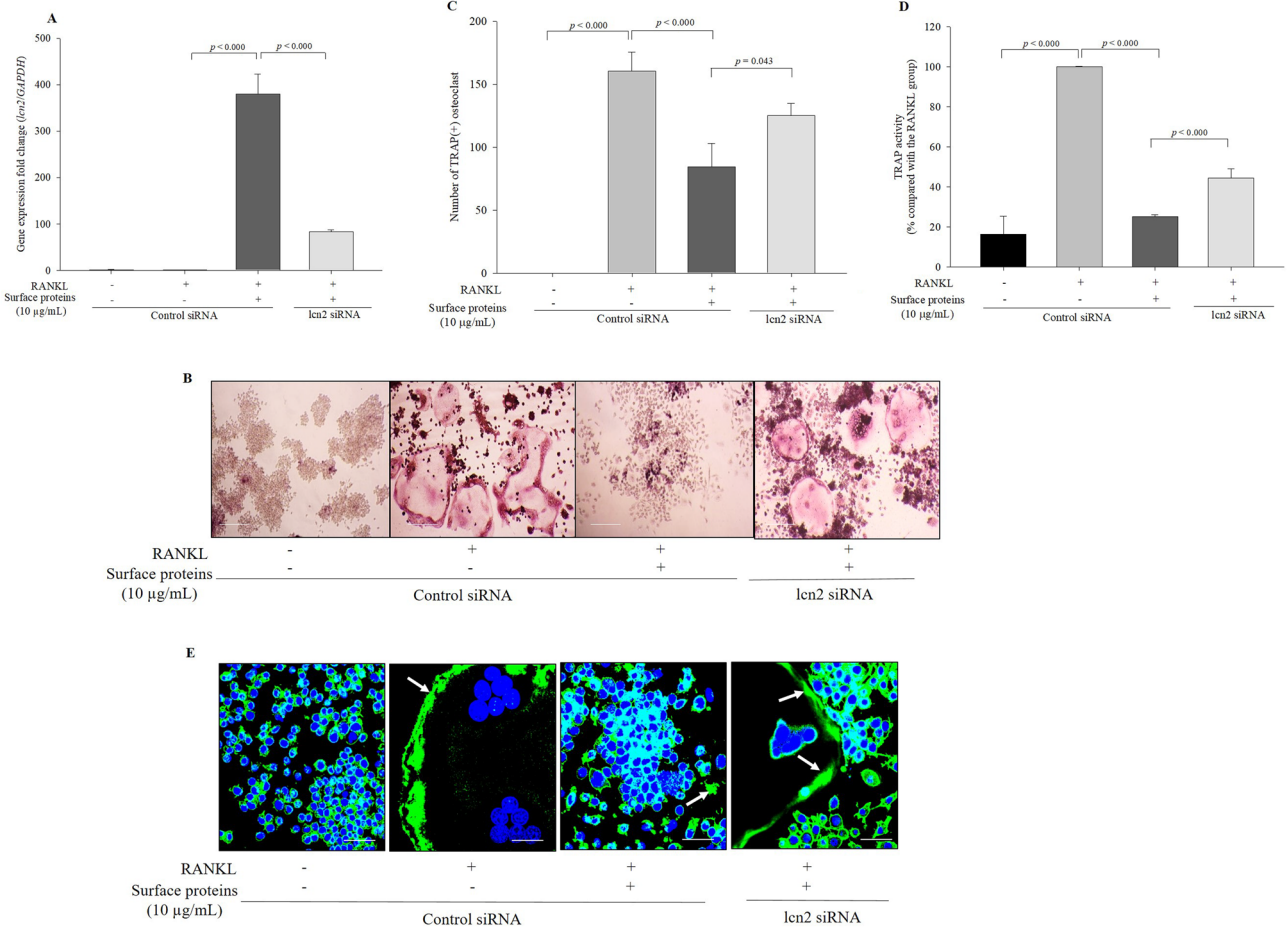
Inhibition of lcn2 decreases the effect of surface proteins on TRAP activity and F-actin ring formation. Inhibition of lcn2 expression was measured by qPCR (**A**). RANKL-induced osteoclast formation was measured by TRAP staining (100 × , scale bar = 100 μm); (**B**) the number of osteoclasts were counted (**C**) and TRAP activity was quantified (**D**). RANKL-induced F-actin formation (green, white arrow) was measured by phalloidin staining (600 ×, scale bar = 40 μm) (**E**).

### Inhibition of lcn2 decreases the inhibitory effects of surface proteins on the expression levels of osteoclast-related genes and proteins

The expression levels of *c-fos* and *NFATc1* significantly increased in the lcn2-siRNA transfected cells treated with surface proteins compared with that in the control-siRNA transfected cells treated with surface proteins; however, the expression levels of *RANK* and *NFκB* genes were not increased in the lcn2-siRNA transfected cells (Fig. 5A). Likewise, the expression levels of c-fos and NFATc1 significantly increased in the lcn2-siRNA transfected cells treated with surface proteins compared with the those in the control siRNA-transfected cells treated with surface proteins at the protein level (Fig. 5B,C); with the expression levels of RANK and NFκB unaffected by lcn2 inhibition. Expression levels of NFATc1-downstream genes, *Atp6v0d2*, *Calcr,* and *Ctsk*, were significantly increased in the lcn2-siRNA transfected cells treated with surface proteins compared with those in the control-siRNA transfected cells treated with surface proteins (Fig. 5D). These results suggest that surface proteins inhibit osteoclast differentiation by upregulating lcn2 expression, which downregulates c-fos and NFATc1, followed by inhibition of the expression of NFATc1-downstream genes, *Atp6v0d2*, *Calcr,* and *Ctsk*.

**Figure 5:**
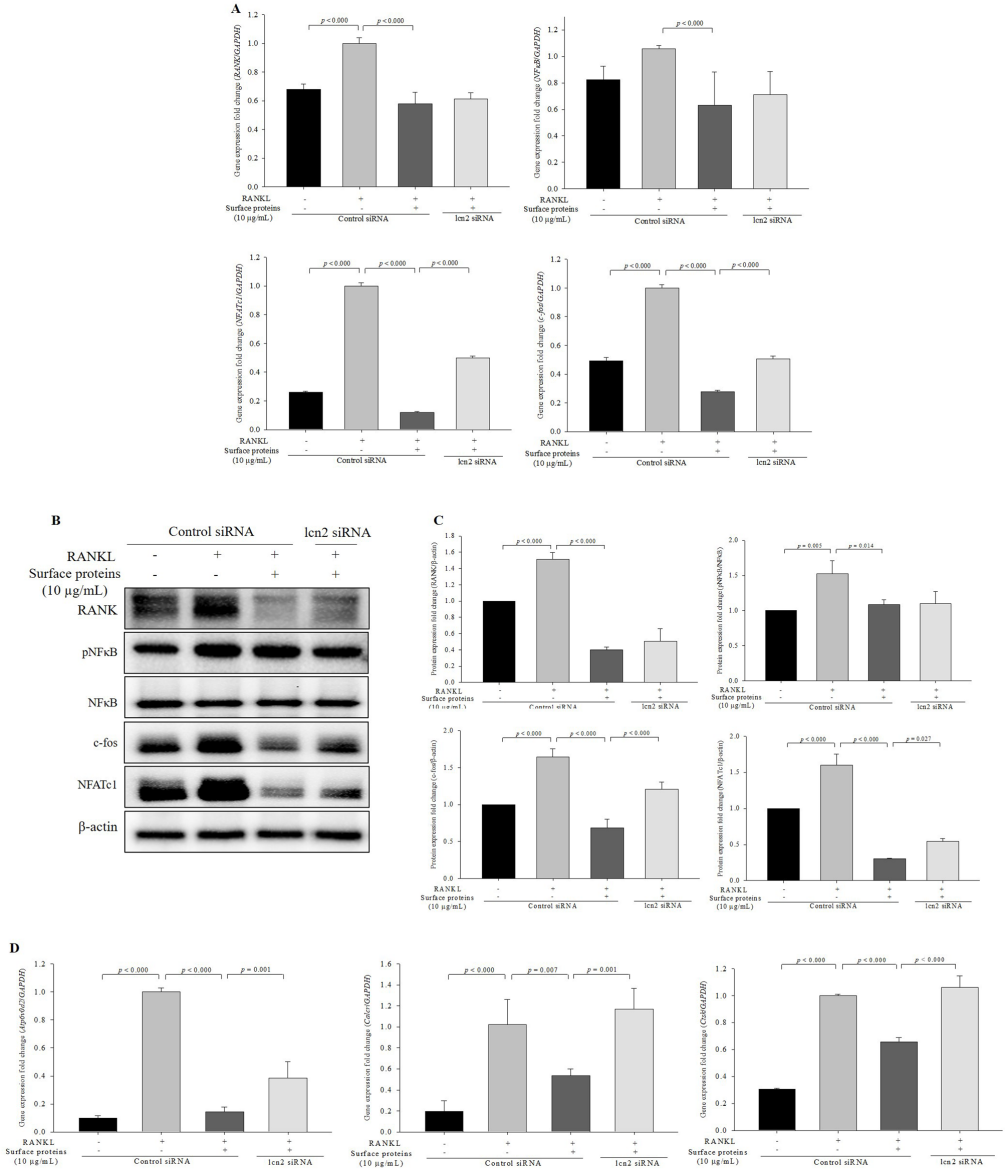
Inhibition of lcn2 decreases the effect of surface proteins on the expression levels of osteoclast-related genes and proteins. The expression levels of RANKL-induced osteoclastogenic genes measured by qPCR (**A**), expression levels of RANKL-induced osteoclastogenic proteins measured by western blotting (**B**) and quantified (**C**), and expression levels of NFATc1-downstream genes measured by qPCR (**D**). The values indicate the mean ± SD of three independent experiments performed in triplicates. The full-length blots are shown in Supplementary Fig. 5.

### Heat-treated surface proteins and trypsin-shaved peptides from the bacterial cell surfaces inhibit osteoclastogenesis

In our previous study, heat-killed MJ2 at 100 °C for 30 min showed inhibitory effect on osteoclast differentiation^16^. Thus, the effect of heat-treated surface proteins on osteoclastogenesis was observed by measuring TRAP activity to investigate whether it showed an effect similar to that of non-heat-treated surface proteins. Similar to the effect of non-heat-treated surface proteins, TRAP activity in the cells treated with heat-treated surface proteins significantly decreased compared with that in the RANKL-only treated group (Fig. 6A). In addition, we investigated whether trypsin-shaved peptides from bacterial cell surfaces could inhibit osteoclastogenesis. Hence, we prepared trypsin-shaved peptides from the bacterial cell surfaces. TRAP activity in trypsin-shaved peptide-treated cells was also significantly decreased compared with that in the RANKL-only treated group (Fig. 6B). The inhibitory effect of trypsin-shaved peptides was similar to or slightly greater than that of surface proteins. Therefore, the inhibitory effect of surface proteins on osteoclastogenesis may not be derived from whole surface proteins.

**Figure 6:**
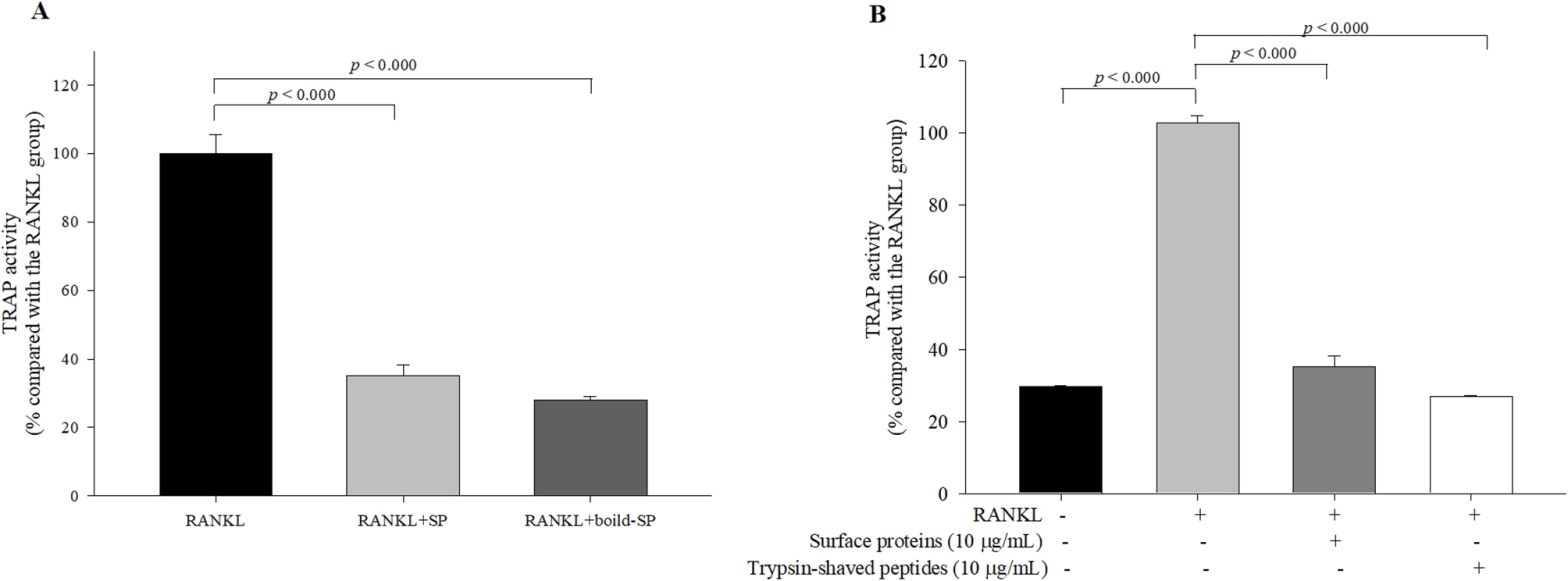
Effects of heat-treated-surface proteins and trypsin-shaved peptides on osteoclast differentiation. RANKL-induced osteoclast formation was measured using TRAP activity assay. TRAP activities of RANKL-induced cells treated with heat-treated surface proteins (10 μg/mL) (**A**) and trypsin-shaved peptides (**B**) were measured. The values indicate the mean ± SD of three independent experiments performed in triplicates.

### Identification of surface proteins extracted from *P. freudenreichii* MJ2

To identify the surface proteins from MJ2, Gu-HCl-extracted proteins were digested with trypsin and LC–MS/MS was performed. A list of proteins that matched more than five unique peptides and a score > 50 from *P. freudenreichii*-derived proteins was obtained by searching the MS/MS spectra (Table 2). Interestingly, chaperonins and heat shock proteins were the main Gu-HCl-extracted surface proteins.

**Table 2:** Surface proteins identified by LC–MS/MS. *PSMs* peptide spectrum matches; *MW* molecular weight; *pI* isoelectric point; Coverage, the number of amino acids in a specific protein sequence that are found in the peptides sequenced in MS/MS study.

Accession no.	Description	Coverage [%]	No. PSMs	No. unique peptides	MW [kDa]	pI	Score
A0A160VNM1	60 kDa chaperonin	59	77	22	56.2	4.83	351.76
D7GFM9	60 kDa chaperonin	42	56	17	56.5	4.82	210.54
A0A068VPD3	10 kDa chaperonin	60	39	5	10.6	5.05	149.58
A0A0A8S4V0	Heat shock protein 20 2 (20 kDa chaperone 2)	64	26	7	16.8	5.14	115.24
D7GI84	CsbD domain-containing protein	68	26	6	7.4	5.15	90.73
A0A068VTT9	Cold shock-like protein CspA	85	21	5	7.4	5	77.74
A0A2C8B4H7	Glyceraldehyde-3-phosphate dehydrogenase	26	26	10	37.8	5.73	72.68
A0A160VNJ1	Malate dehydrogenase	20	19	6	34.9	5.1	67.93

## Discussion

The surface layer components of some probiotic gram-positive bacteria, mainly proteins, glycoproteins, and lipoteichoic acids, have been studied for their probiotic effects, such as anti-inflammatory activity and inhibition of pathogen infection^19^. Surface proteins from *P. freudenreichii* have immunomodulatory properties in peripheral blood mononuclear cells and involve in adhesion to colon cells^14,20^. Surface proteins show immunomodulatory effects in the intestine^21,22^, which suggests that surface proteins obtained from probiotics may be developed as a treatment for immune-related diseases, such as inflammation, after evaluating their clinical effects. In this study, surface proteins of MJ2 inhibited the expression of *NFATc1* and also of *Ctsk*, *Calcr*, and *Atp6vod2* which engage in bone resorption by osteoclast^23^. TRAP and F-actin staining showed that surface proteins decreased the formation of mature osteoclasts. Thus, surface proteins of MJ2 showed inhibitory effect on osteoclast differentiation, suggesting that surface proteins of MJ2 might be developed as a treatment of RA.

Lcn2 is a member of the lipocalin family that transport small molecules^24^. Lcn2 acts as a bacteriostatic agent by sequestering siderophores, which are required for iron acquisition, and lcn2 depletion leads to increased susceptibility to bacterial infection^25^. Lcn2 plays a role in inflammation, cell differentiation, and lipid metabolism and is linked closely to osteoblast and osteoclast differentiation^18^. In bone marrow-derived macrophages, lcn2 overexpression results in a reduction in osteoclast differentiation. In contrast, lcn2-deleted mice showed a lower osteoblast number and subsequently decreased bone formation, and the conditioned medium of osteoblasts transfected with the lcn2-expression-vector showed an increase in osteoclastogenesis by inducing the pro-osteoclastogenic factor, RANKL^24^. Interestingly, lcn2 itself does not directly induce osteoclast formation; further, lcn2 suppresses osteoclast formation and differentiation by inhibiting the expression of c-fos and NFATc1 activation in isolated bone marrow cells^18,24,26^. In this study, treatment with surface proteins significantly increased the expression level of *lcn2*, and transfection with lcn2-siRNA diminished the inhibitory effect of surface proteins on the expression of genes and proteins related to osteoclastogenesis. Thus, surface proteins from MJ2 inhibit osteoclast differentiation by upregulating lcn2 expression. Lcn2 inhibits the NF-κB signaling pathway and RANKL-induced osteoclast differentiation^18^. In this study, however, although the expression level of *NFκB* and activation of NF-κB decreased in surface protein-treated cells, this change was not related to overexpression of lcn2, which is a negative regulator of NF-κB. In addition, the expression level of RANK was not affected by the overexpression of lcn2 in surface protein-treated cells; nevertheless, interestingly, NFATc1 and c-fos were affected by the overexpression of lcn2 in surface protein-treated cells. 

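Fos, the gene of c-fos (chromosome 12 of GRCm38, 85473890 to 85477273, plus strand), had a log2 value of 8.57 ± 0.36 (SD, n = 3) with RANKL alone and 7.86 ± 0.27 (SD, n = 3) with surface proteins. All 3 libraries with surface proteins lay below the 3 of the negative control (exact two-sided permutation test, p = 0.1, the smallest this design can give). The log2 fold change was -0.71 (standard error 0.24, adjusted p = 0.072 from limma), short of the fold change limit and of the threshold on the adjusted p. It ran from -0.92 to -0.55 over the alternatives run, which included leaving out each library in turn, and its adjusted p ran from 0.016 to 0.19. These values come from RNA sequencing.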

Further, in the microarray analysis, the expression level of *c-fos* was not significantly decreased; thus, we could not identify a direct association with lcn2 in this study. Consequently, we concluded that surface proteins from MJ2 may inhibit osteoclast differentiation signaling by inhibiting lcn2-mediated NFATc1 expression, but not by the NF-κB pathway.

The bacterial cell wall-extracted fraction or surface proteins include proteins that are believed to exist in the cytoplasm^27,28^. Likewise, Gu-HCl-extracted surface proteins from MJ2 include chaperonins and heat shock proteins, which are generally located in the bacterial cytoplasm. We could confirm that cell lysis did not occur during guanidine extraction; hence, we concluded that they might belong to moonlighting proteins. Moonlighting proteins are canonically known as cytoplasmic proteins that perform more than one distinct biochemical or biophysical functions that are not because of gene fusion or multiple proteolytic fragments^29^. In particular, heat-shock proteins (also known as chaperonins), typical surface moonlighting proteins, are present among the surface proteins of MJ2. Although extracellular heat-shock proteins (HSPs) play a role in immune response^27^, the functions of moonlighting proteins are still unknown, and approximately hundred moonlighting proteins have been identified and listed in the online MoonProt Database (moonlightingproteins.org). These proteins are type of surface proteins that do not have motif for surface export or anchoring and are referred to as anchorless proteins^30,31^. Moonlighting proteins mainly act as enzymes inside the cell, but they are also known for their adhesion function on the surface, including binding to plasminogen, extracellular matrix, or host cell surface proteins^32^. Because of these characteristics, moonlighting proteins of pathogens induce infection; in contrast, moonlighting proteins of probiotics bind to host mucin and make them colonize the gut^33^. In this study, we found that surface proteins of MJ2 and trypsin-cleaved peptides showed similar inhibitory effects on osteoclast differentiation, suggesting that the inhibitory activity of surface proteins on osteoclast differentiation may not be derived from whole surface proteins but from trypsin-cleaved peptides, functioning as moonlighting peptides.

In conclusion, surface proteins extracted from MJ2 showed inhibitory effects on osteoclast differentiation by upregulating lcn2. Overexpression of lcn2 by treatment with the surface proteins of MJ2 inhibits the expression of NFATc1, which in turn inhibits the expression of its downstream genes related to osteoclast differentiation. Thus, surface proteins inhibit osteoclastogenesis by mainly upregulating lcn2, which subsequently downregulates NFATc1, leading to the inhibition of expression of NFATc1-downstream genes related to osteoclast differentiation. Although we found that the surface proteins of MJ2 inhibited osteoclast formation from murine macrophage RAW 264.7, we need to investigate the inhibitory effects of the surface proteins on osteoclast differentiation from bone marrow-derived macrophages (BMM) in vitro and inflammatory-induced osteolysis in vivo. Surface proteins from other bacteria may or may not show inhibitory effect on osteoclastogenesis, therefore, extensive study on inhibitory effect on osteoclastogenesis of surface proteins of bacterial strains is necessary. Further, the identification of the main protein(s) in the surface proteins is necessary to elucidate the mechanism by which surface proteins from MJ2 inhibit osteoclast differentiation and the identification of the receptor(s) of the main protein(s) in BMM or osteoclast involved in the inhibition of osteoclast formation is needed in our further studies.

## Materials and methods

### Materials

Minimum Essential Medium-α Modification (α-MEM), Dulbecco’s Modified Eagle Medium (DMEM), fetal bovine serum (FBS), and penicillin/streptomycin for the cultivation of cells were purchased from Hyclone (Logan, UT, USA). MTT (3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide) was obtained from Amresco (Solon, OH, USA). Recombinant murine RANK Ligand (RANKL) was purchased from Peprotech (Rocky Hill, NJ, USA). Gu-HCl was purchased from Sigma-Aldrich (St. Louis, MO, USA). Lipofectamine RNAiMAX Transfection Reagent was purchased from Thermo Fisher Scientific (Waltham, MA, USA).

### Preparation of surface proteins from *P. freudenreichii* MJ2

*P. freudenreichii* MJ2 (KCCM12272P)^15^ was cultured in reinforced clostridial medium (RCM) at 30 °C for 48 h under anaerobic conditions. After incubation, *P. freudenreichii* MJ2 cells were harvested by centrifugation at 4000 × *g* for 5 min at 4 °C and then washed twice with 20 mM Tris–HCl buffer to remove the salts and soft agar in the medium. Bacterial cells were washed with phosphate-buffered saline (PBS), and the pelleted cells were incubated in 5 M Gu-HCl for 30 min and centrifuged at 10,000 × *g* for 10 min at 4 °C. To isolate the surface proteins, the supernatant was separated and dialyzed using a dialysis tubing cellulose membrane (Sigma-Aldrich). The surface proteins were quantified using the Bradford method, and bovine serum albumin (BSA) was used as the standard. Collected surface proteins were diluted in PBS and stored at − 20 °C.

### Cell culture and cytotoxicity assay

The murine macrophage cell line RAW 264.7 from the Korea Cell Line Bank (KCLB, Seoul, Korea) were grown in DMEM with 10% FBS, penicillin (100 U/mL), and streptomycin (100 μg/mL) at 37 °C with 5% CO_2_. RAW 264.7 cells (1 × 10^4^ cells/mL) were seeded in 96-well plates. After 24 h, the cells were treated with the extracted surface proteins (2.5, 5, or 10 μg/mL) for 4 days. By MTT assay, cell viability was measured at 540 nm using a SpectraMax 340PC384 plate reader (Molecular Devices, Sunnyvale, CA, USA) and was calculated as the percentage relative to the measure of negative control.

### Carboxyfluorescein diacetate (CFDA)/propidium iodide (PI) staining

A 24-well plate was coated with sterilized coverslips with 0.1% gelatin, and MJ2 suspension was diluted to 1 × 10^6^ CFU/mL in PBS and inoculated into the plate. After overnight incubation, bacterial cells were washed with PBS and stained with 100 μM CFDA solution in the dark for 15 min at 37 °C. The cells were then incubated with a 15 μM PI solution for 10 min. Bacterial cells were washed with PBS and fixed with 4% formaldehyde. Staining analysis was performed using a Nikon C1 plus confocal scanning microscope with laser light at 488 and 620 nm.

### Tartrate-resistant acid phosphatase (TRAP) staining and activity assay

RAW 264.7 cells (1 × 10^4^ cells/mL) were seeded in 24-well plates and were incubated at 37 °C overnight. For osteoclast differentiation, the medium was replaced with α-MEM and the cells were treated with RANKL (50 ng/mL) and the extracted surface proteins (2.5, 5, or 10 μg/mL) for 4 days. The cells were stained using a TRAP staining kit (Takara Biotechnology, Shiga, Japan), according to the manufacturer’s protocol. TRAP-positive multinucleated cells containing more than three nuclei were counted under a light microscope. TRAP activity was assayed as previously described^34^. Briefly, the fixed cells were incubated with 50 mM citrate buffer (pH 4.5) containing 10 mM sodium tartrate and 6 mM *p*-nitrophenylphosphate for 1 h at 37 °C and the reaction was stopped by adding an equal volume of 0.1 N NaOH solution, The optical density was measured at 405 nm. Activity was expressed as the percentage of the value obtained for negative control.

### Quantitative real-time polymerase chain reaction (qPCR)

Total RNA was extracted using Ribo-Ex reagent (GeneAll Biotechnology, Seoul, Korea). qPCR was performed with cDNA converted with a RevertAid First Strand cDNA Synthesis kit (Thermo Fisher Scientific) using a Kapa SYBR Fast qPCR kit (Kapa Biosystems, Woburn, MA, USA) and a 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA, USA). The reaction was preheated to 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 30 s. *GAPDH* was used as the reference gene, and the primer sequences used in this study are shown in Supplementary Table 1. Relative gene expression was quantified based on equal amounts of RNA. The normalized expression change was expressed as 2^−ΔΔCt^ (with the value of *GAPDH* control set to 1)^35^.

### Western blotting

RAW 264.7 cells (1 × 10^4^ cells/mL) were seeded in 24-well and were incubated at 37 °C overnight and then the medium was replaced with α-MEM. The cells were treated with RANKL (50 ng/mL) and the extracted surface proteins (2.5, 5, or 10 μg/mL). The cells were harvested, and total protein was extracted using radioimmunoprecipitation assay (RIPA) buffer (Rockland Immunochemicals, Limerick, PA, USA) containing Halt™ protease inhibitor cocktail (Thermo Fisher Scientific). The total protein content was quantified by the Bradford method. Equal amounts of protein (10‒20 μg) were denatured and separated by 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE). Proteins were transferred to PVDF membranes (Millipore, Bedford, MA, USA) and blocked with 5% dry nonfat skim milk in Tris-buffered saline with 0.05% Tween 20 (TBST) for 2 h. After washing with TBST, the membranes were incubated with primary antibodies at 4 °C overnight. Antibodies against NFATc1 (1:1000 dilution, BD556602; BD Biosciences), c-fos (1:1000 dilution, 2250S; Cell Signaling), RANK (1:500 dilution, sc-374360; Santa Cruz), phosphorylated p65 NF-κB (1:1000 dilution, S536; Cell Signaling), p65 NF-κB (1:1000 dilution, 8242S; Cell Signaling), and the endogenous control β-actin (1:5000 dilution, MA5-15739; Thermo Fisher Scientific) were used. After washing with TBST three times, the membrane was incubated with secondary antibody for 1 h at room temperature. Goat anti-mouse IgG (H + L) horseradish peroxidase (HRP)-conjugated antibody (1:10,000 dilution, NCI1430KR; Thermo Fisher Scientific) was used for anti-NFATc1, RANK, and β-actin detection, and goat anti-rabbit IgG (H + L) horseradish peroxidase-conjugated antibody (1:5000 dilution, NCI1460KR; Thermo Fisher Scientific) was used to detect all the other proteins. After washing with TBST, the membrane was developed using the SuperSignal West Femto Maximum Sensitivity Substrate kit (Thermo Fisher Scientific). Images were captured with a FluorChem E System (Protein Simple, California, USA) and quantified using ImageJ Gel Analysis program (Softomic, Barcelona, Spain).

### Microarray analysis

Total RNA from the negative control and surface protein-treated cells was extracted with RiboEx (GeneAll Biotechnology) according to the manufacturer’s instructions. RNA purity and integrity were measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. cDNA libraries were constructed using a QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Greenland, NH, USA) according to the manufacturer’s instructions, and 75 bp single-end sequencing was performed on an Illumina NextSeq 500 platform (Illumina, San Diego, CA, USA). All data were obtained after quantile normalization between samples, and differentially expressed genes (DEGs) were identified using Excel-based Differentially Expressed Gene Analysis (ExDEGA) version 2.0.0 provided by eBiogen (Seoul, Korea). 

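The deposited columns were compared after sorting, and at the same rank they differed by up to 1.60 on the log2 scale, so the 9 libraries do not share 1 distribution of values. Quantile normalization of the deposited log2 values before limma gave 1897 differentially expressed genes, 1007 higher and 890 lower with surface proteins, of which 1799 were among those found without it. Combined with an unadjusted p under 0.05 and a fold change of at least 2, it gave 2141 genes (1112 higher and 1029 lower). Scaling each library to the same total of adjusted reads gave 1902 genes, and leaving out the filter on low values gave 1860 of 14925 genes tested.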

Genes with a *p* value < 0.05 and a fold change of 2.0, compared with the gene expression in the negative control sample, were identified as significantly differentially expressed genes. RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) database (accession number: GSE213113). The verified genes were analyzed using the KEGG (database and visualized using a heatmap). The relationship between each gene was visualized using the STRING analysis tool under the minimum required interaction score setting, with a medium confidence of 0.400.

### Small interfering RNA (siRNA) transfection

RAW 264.7 cells were seeded in 12-well plates at a density of 1 × 10^5^ cells/mL without antibiotics. After incubation at 37 °C overnight, the medium was changed to α-MEM without serum or antibiotics. For each siRNA transfection (Bioneer), non-correlated siRNA or lipocalin-2 (lcn2)-siRNA (final concentration of 100 nM) was combined with an equal volume of Lipofectamine RNAiMAX reagent (Thermo Fisher Scientific). 

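The sense strand GCACAGGUAUCCUCAGGUA matches positions 437 to 455 of an Lcn2 transcript that is 915 bases long. In GRCm38, the match lies on the minus strand of chromosome 2 between 32385812 and 32385960 and spans the junction of exons 3 and 4, within the coding sequence. The sequence around it in the transcript is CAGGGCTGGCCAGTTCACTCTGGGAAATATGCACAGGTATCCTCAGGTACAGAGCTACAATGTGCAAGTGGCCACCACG. Among the 141767 transcripts of the GENCODE M21 annotation, an exact match of all 19 bases was found in 3 transcripts, all of them of Lcn2. Matches with mismatches were not searched.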

The sequences of the lcn2-siRNA duplex were duplex 1 (5′-GCA CAG GUA UCC UCA GGU A-3′) and duplex 2 (5′-UAC CUG AGG AUA CCU GUG C-3′). The mixture was incubated for 20 min at room temperature and added to each well. The cells were incubated for 6 h and treated with RANKL (50 ng/mL) and the extracted surface proteins (2.5, 5, or 10 μg/mL) in the absence of antibiotics. Transfection efficiency was verified by confirming that the lcn2 gene expression level was decreased after siRNA transfection (Supplementary Fig. 3).

### F-actin staining

RAW 264.7 cells were seeded on coverslips with 0.1% gelatin in 24-well plates at a density of 1 × 10^4^ cells/mL. After incubation at 37 °C overnight, the medium was changed to α-MEM. The cells were transfected with lcn2-siRNA or control siRNA and treated with RANKL (50 ng/mL) and the extracted surface proteins (10 μg/mL) for 4 days. The cells were washed, fixed, and stained using phalloidin-iFluor 488 reagent (Abcam, Cambridge, UK). Nuclei were also stained with 4′,6′-diamidino-2-phenylindole (DAPI), and the coverslips were mounted on glass slides. Images were captured using a C1 Plus confocal laser scanning microscope (Nikon, Tokyo, Japan).

### Enzymatic shaving of surface proteins

*P. freudenreichii* MJ2 was cultured in RCM broth and washed in PBS containing 5 mM dithiothreitol (DTT) after centrifugation. The bacteria were suspended in sequencing-grade modified trypsin (V5111; Promega, Madison, WI, USA). Specifically, the enzymatic shaving was performed by incubating 5 × 10^9^ CFU/mL of bacteria and 4 μg of trypsin together for 1 h at 37 °C with gentle shaking conditions. Bacterial cells were removed by centrifugation at 10,000 × *g* for 10 min at 4 °C, and the supernatant was collected for trypsin-shaved samples.

### Protein identification by LC–MS/MS

Surface proteins (0.5 mg/mL) were reduced by 5 mM DTT at 56 °C for 30 min and alkylated with iodoacetamide (IAA) at room temperature for 45 min. Proteins were digested with 4 μg of sequencing-grade modified porcine trypsin (Promega) and incubated overnight at 37 °C. The peptides were separated using a Vanquish HPLC system (Thermo Fisher Scientific) and a Hypersil GOLD C18 (2.1 × 50 mm, 1.9 μm, Thermo Fisher Scientific) column. Mobile phase A was water with 0.2% (v/v) formic acid and mobile phase B was 0.2% (v/v) formic acid in acetonitrile. The peptides were separated using a gradient step. The eluted peptides were analyzed using Q Exactive Plus (Thermo Fisher Scientific). The mass resolution was set to 70,000, and measurements were taken in full scan/ddMS2 mode (full scan data dependent MS/MS) in the range of 200–2000 m/z. Peptide identification from raw data was carried out using Proteome Discoverer program (ver 2.4), and the following parameters were used: tryptic cleavage up to 2 missed cleavage sites, tolerances of 10 ppm for precursor mass tolerance, and 0.02 Da for fragment mass tolerance. The identified peptides were tested for specificity and sequence homology using the NCBI database.

### Statistical analysis

Statistical analyses were performed using SPSS 24.0 (SPSS Inc., Chicago, IL, USA). Differences between two groups were tested using Student’s *t* test, and differences among multiple groups were determined by one-way analysis of variance (ANOVA) followed by Tukey’s honestly significant difference (HSD) post-hoc test. The experimental values were expressed as mean ± standard deviation (SD). A *p* value of < 0.05 was considered statistically significant.

### Supplementary Information

Supplementary Information.

## Data Availability

All generated data have been included in the published manuscript. The datasets of gene expression generated during the current study are available in the NCBI Gene Expression Omnibus (GEO) database (accession number: GSE213113). For all other information, contact with the corresponding author (Young-Hee Lim. ).

# Supplementary material for: Surface proteins of Propionibacterium freudenreichii MJ2 inhibit RANKL-induced osteoclast differentiation by lipocalin-2 upregulation and lipocalin-2-mediated NFATc1 inhibition
**Source:** Sci Rep. 2023 Sep 20;13:15644. doi: 10.1038/s41598-023-42944-y
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary Information

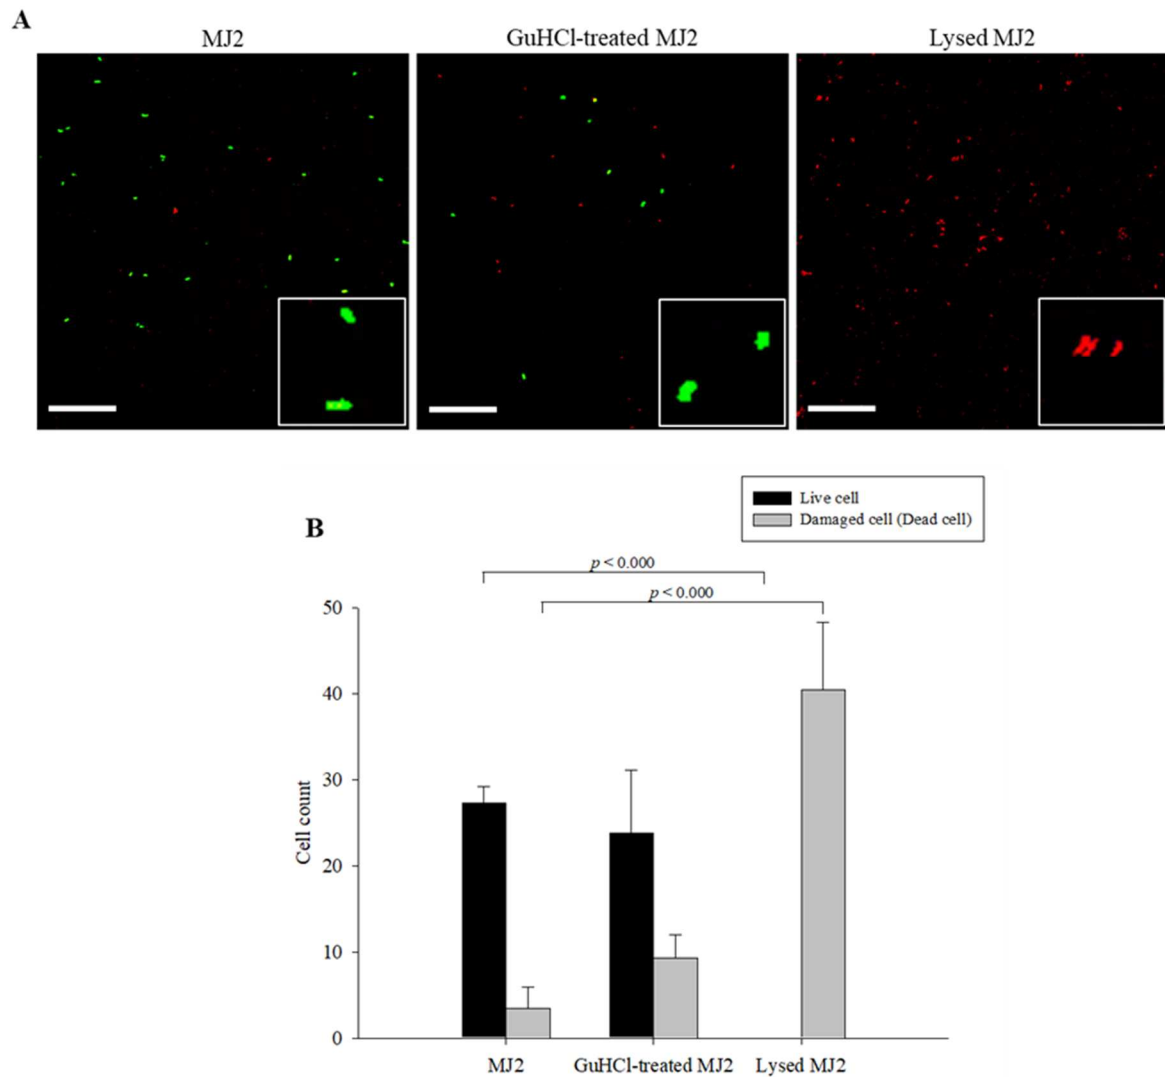

**Supplementary Fig. 1.** Viability staining on *P. freudenreichii* MJ2 after extracting with guanidine-HCl (Gu-HCl) using carboxyfluorescein diacetate (CFDA)/propidium iodide (PI). Gu-HCl extracted *P. freudenreichii* MJ2 stained with CFDA/PI solution (A) and quantified (B) (1000 $\times$ , scale bar = 10  $\mu$ m). Lysed MJ2 was prepared using RIPA buffer (Rockland Immunochemicals, Limerick, PA, USA) containing Halt<sup>TM</sup> protease inhibitor cocktail (Thermo Fisher Scientific). The values indicate the mean  $\pm$  SD of three independent experiments performed in triplicates.

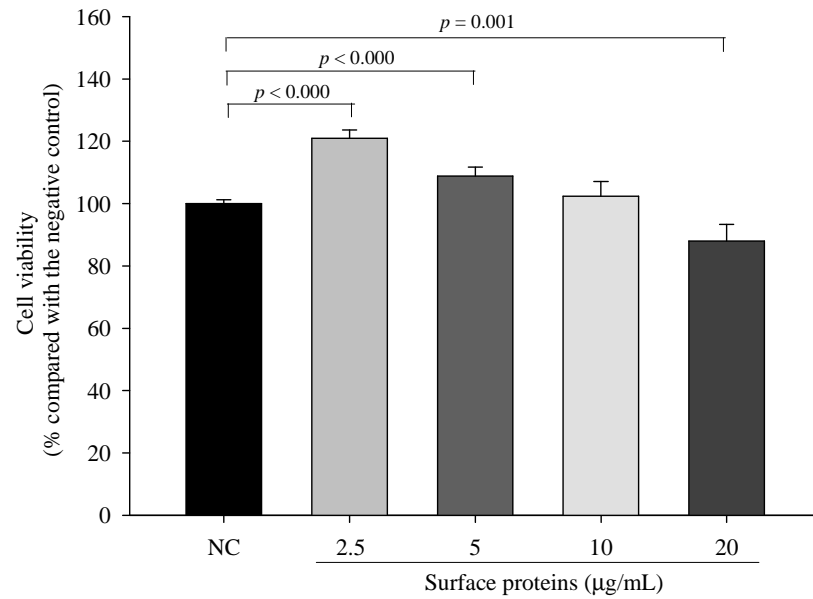

**Supplementary Fig. 2.** Cytotoxicity of surface proteins extracted from *P. freudenreichii* MJ2 on raw 264.7 cells. The viability was measured by MTT assay. The values indicate the mean  $\pm$  SD of three independent experiments performed in triplicates.

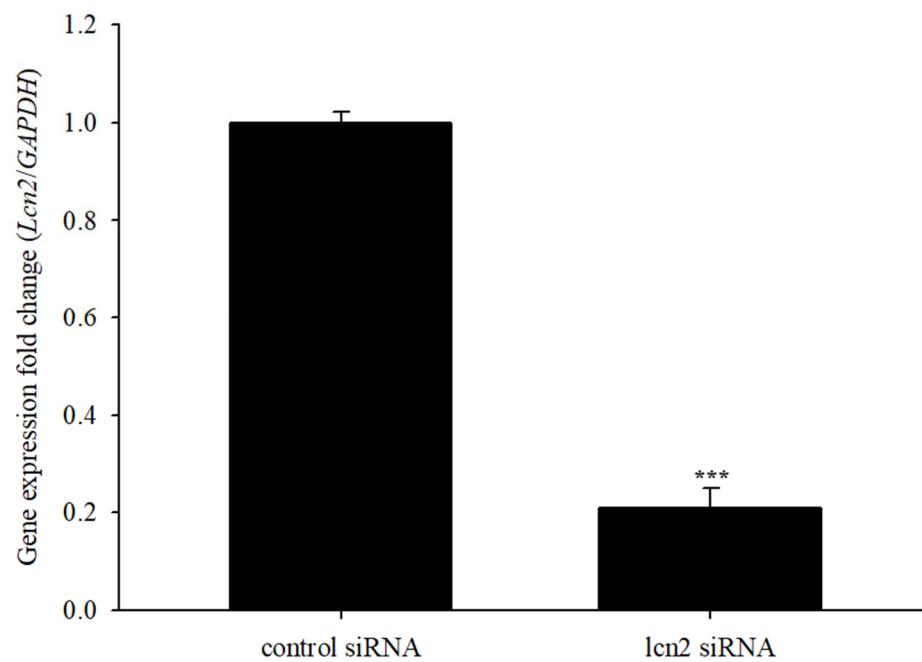

**Supplementary Fig. 3.** Knockdown efficacy of lcn2 siRNAs. Raw 264.7 cells were transfected with 100 nM siRNAs and after 24 h the total RNA was isolated and quantitative real-time PCR was performed. Data are shown as the mean  $\pm$  SD of three independent experiments performed in triplicate. Student's *t*-test was used to determine the significance of the differences. \*\*\* $p < 0.001$ .

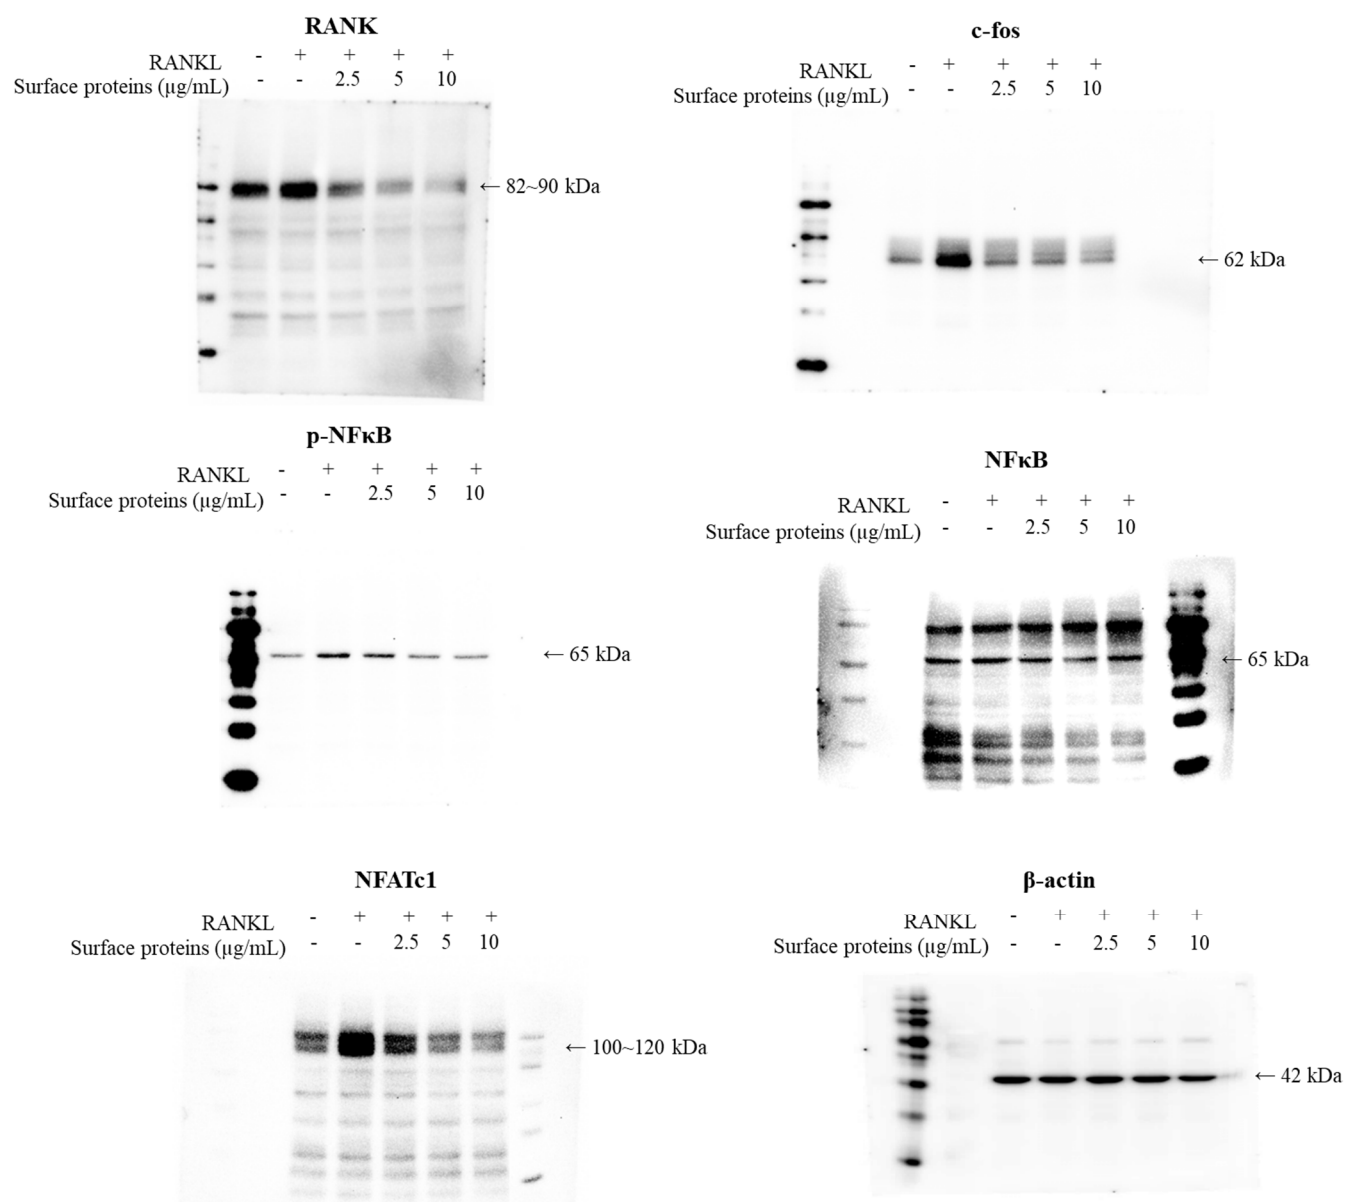

**Supplementary Fig. 4.** The full-length blots of the proteins shown in in Fig. 2B.

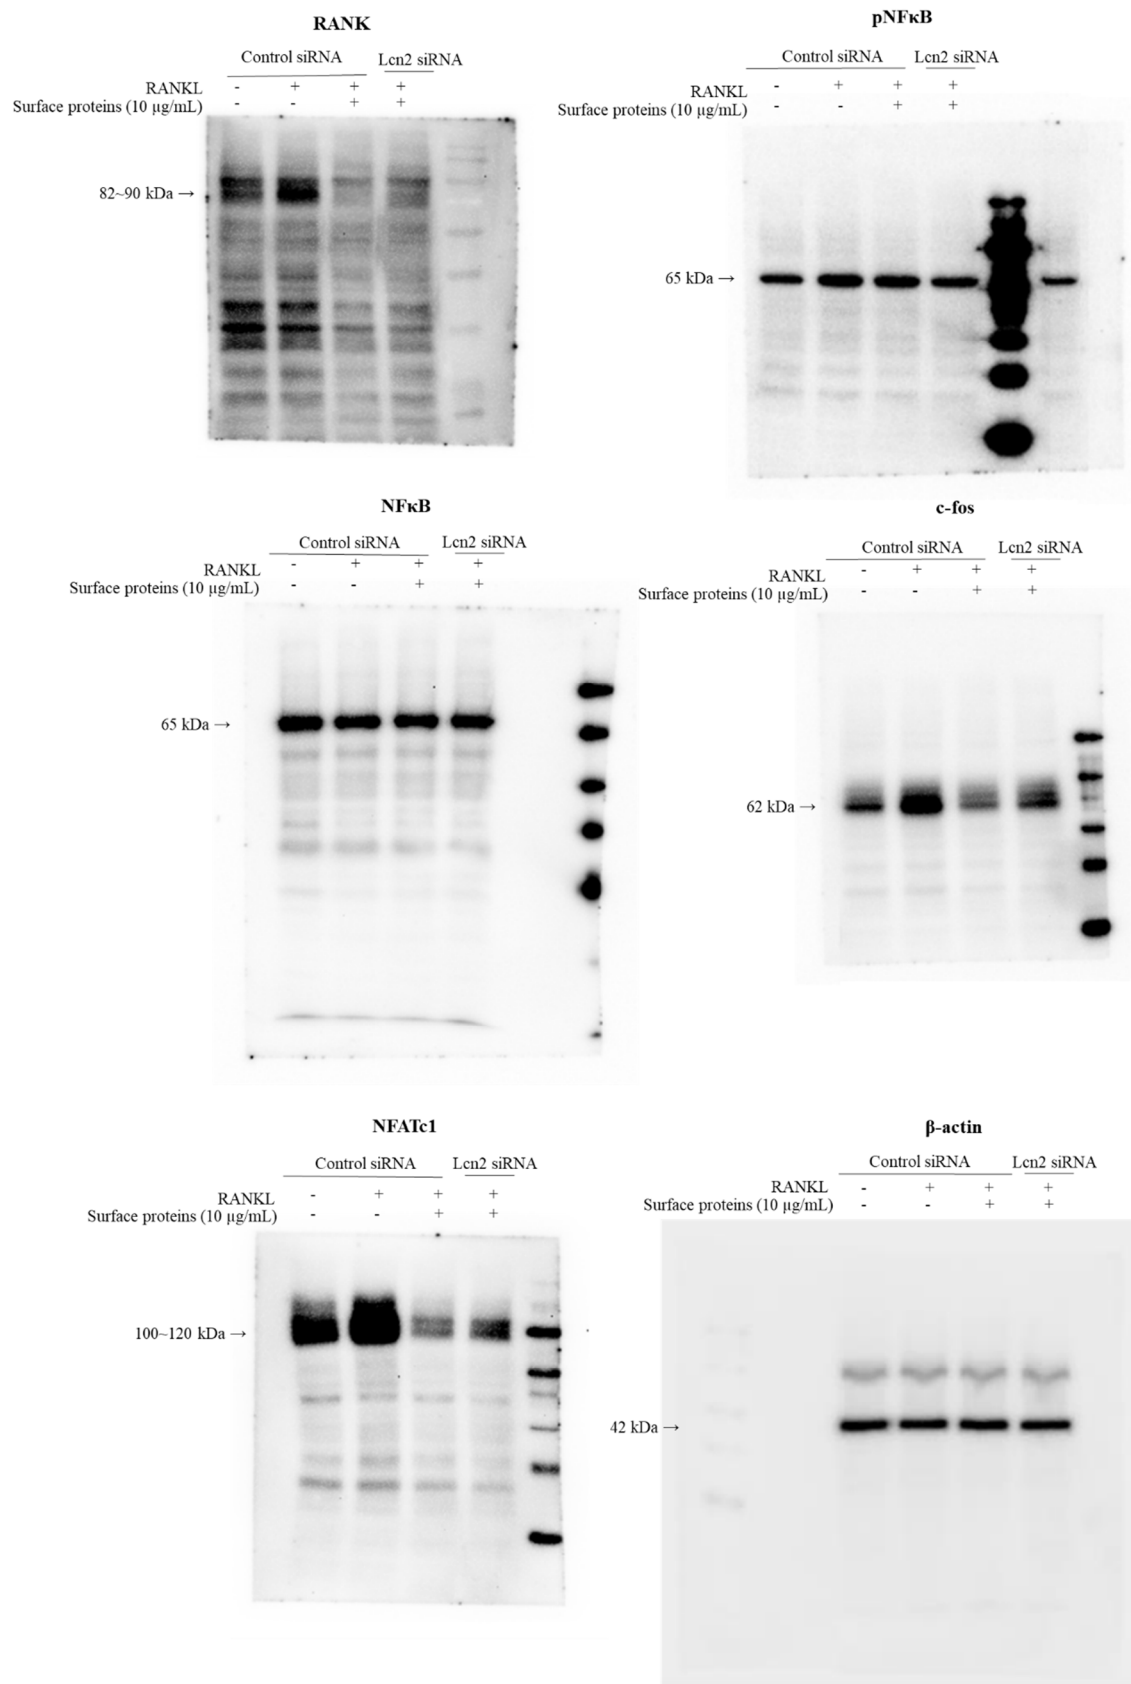

**Supplementary Fig. 5.** The full-length blots of the proteins shown in in Fig. 5B.

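Each primer of the 9 pairs is 20 bases long, and each was searched for exact matches in the transcripts of the GENCODE M21 annotation of GRCm38. In 8 of the 9 pairs both primers matched the gene the pair is named for. The RANK pair gives a product of 160 bases on Tnfrsf11a, the c-fos pair one of 247 bases on Fos, the NFATc1 pair one of 151 bases on Nfatc1, the Ctsk pair one of 165 bases and the Lcn2 pair one of 202 bases. The Atp6v0d2 and Calcr pairs give products of 248 and 247 bases. The GAPDH primers give a product of 171 bases on Gapdh, and they also matched transcripts of other annotated genes, 75 genes in all for the first primer and 72 for the second. The primers listed for NFκB, TCCTGGCCTCTAGCCTTGTA and GCCAAGGAAGAAAAGTGCTG, matched Mul1 and no other gene. In a Mul1 transcript of 3733 bases they start at positions 1849 and 2002, which gives a product of 173 bases. In GRCm38 these matches lie on the plus strand of chromosome 4, from 138440381 to 138440400 and from 138440534 to 138440553, both in exon 4 and in the 3′ UTR of Mul1. The sequence around the first is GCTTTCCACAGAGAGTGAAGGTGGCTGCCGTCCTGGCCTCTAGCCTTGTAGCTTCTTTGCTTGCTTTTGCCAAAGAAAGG.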

**Supplementary Table 1.** Primer sequences used for qPCR.

| Gene            | Forward (5'-3')      | Reverse (5'-3')      |
|-----------------|----------------------|----------------------|
| <i>GAPDH</i>    | ACCCAGAAGACTGTGGATGG | CACATTGGGGGTAGGAACAC |
| <i>RANK</i>     | TGCAGCTCAACAAGGATACG | GAGCTGCAGACCACATCTGA |
| <i>NFκB</i>     | TCCTGGCCTCTAGCCTTGTA | GCCAAGGAAGAAAAGTGCTG |
| <i>c-fos</i>    | CCAGTCAAGAGCATCAGCAA | AAGTAGTGCAGCCCGGAGTA |
| <i>NFATc1</i>   | GGTGCTGTCTGGCCATAACT | GCGGAAAGGTGGTATCTCAA |
| <i>Atp6v0d2</i> | GACCCTGTGGCACTTTTTGT | GCTTGCATTTGGGGAATCTA |
| <i>Calcr</i>    | CGGACTTTGACACAGCAGAA | GTCACCCTCTGGCAGCTAAG |
| <i>Ctsk</i>     | CAGCTTCCCCAAGATGTGAT | AGCACCAACGAGAGGAGAAA |
| <i>Lcn2</i>     | TGGAAGAACCAAGGAGCTGT | GATGGAGTGGCAGACAGACA |

How the deposited data were processed for this re-analysis (not part of the article)

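RNA sequencing data of RAW264.7 mouse macrophages were analysed in 9 libraries, 3 for each of 3 groups: RANKL alone (the negative control), surface proteins with RANKL, and heat-killed MJ2. Groups and replicate numbers were taken from the sample labels and the paper, and no library was left unmapped. The paper reports on the first 2 groups only. The doses and the length of treatment are those of the labels, and for the heat-killed MJ2 libraries the labels do not state library by library that RANKL was also given.

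For each library the authors deposited log2 values, 1 for each of 23282 gene rows named by symbol, with 3 decimals. By the paper's methods, the libraries were sequenced as single-end reads from the 3′ end of mRNA, quantile normalization between samples was applied, and differential expression was called in a spreadsheet tool at p under 0.05 and a fold change of 2. Which scaling the deposited values carry is not known, since the sorted columns are not identical. The aligner, the genome build, the annotation and the counting of reads shared between genes are not stated in the text of the paper. On 35 symbols more than 1 row is listed, and these rows were kept apart. Raising 2 to the deposited value and subtracting 1 gave adjusted reads. Whether these step in whole reads was checked on the low values of each library. The first window, values under 6.5 and within 0.2 of a whole step, gave 100% of the low values near a whole step in the median library but 75.6% in the lowest one. A narrower window, values under 3.5 and within 0.25 of a step, was chosen after that result was seen and gave 100% in every library, so it is the more lenient of the 2. Both windows took only values above 0.5. Replicate 2 of RANKL alone, replicate 3 of surface proteins and replicate 1 of heat-killed MJ2 each held 15503 rows above 0. Of these, only 12308, 12555 and 13049 were at 0.5 or more. The smaller values were left out of the check and are not whole reads. One read was worth between 0.944 and 1.07 adjusted reads by the first window and between 0.930 and 1.10 by the narrower one. The name adjusted reads, the floor of 3 reads and the comparison of depth behind Lcn2 rest on this check.

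The total of adjusted reads per library ranged from 5930926 to 6503682, with a median of 6195319. At this depth a gene without a read in a library can still be present at up to 3 reads, and a fold change against a group at or under 3 adjusted reads in all its libraries is given as a lower bound. Reads from PCR are not independent molecules, so this floor covers counting error only. Replicates were compared by a chi-square statistic per degree of freedom over genes with at least 100 adjusted reads in a pair of libraries. It lay between 6.90 and 18.5 within groups, far above the value near 1 that sampling alone gives, and no 2 libraries held identical values, so all were counted as separate samples.

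The tests fixed at the outset assumed counts. Because the deposited values are on the log2 scale and are not whole counts, the alternative written down for that case was used: limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the deposited values, which already contain log2(value + 1). Each of the 3 comparisons (surface proteins against RANKL alone, heat-killed MJ2 against RANKL alone, surface proteins against heat-killed MJ2) used only its own 6 libraries. Genes with at least 10 adjusted reads in at least 3 of the 6 libraries were tested, p-values were adjusted by the Benjamini-Hochberg method, and a gene passed at an adjusted p under 0.05 and a fold change of at least 2. The files were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The code was tested on simulated data: of 200 genes changed by known fold changes, 199 passed, of 10461 unchanged genes 1 passed, and the median error of the log2 fold change of the changed genes was 0.010. The simulated genes were independent and shared the same spread beyond counting error (dispersion 0.017). These rates therefore test the code and need not hold for the real libraries.

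There were 6 gene lists written from general knowledge: osteoclast markers, interferon response, NF-κB and inflammatory genes, cell cycle, cholesterol synthesis and reference genes. They were tested with limma's camera at a preset inter-gene correlation of 0.01, and again with fry and with an estimated correlation. The genes of Fig. 3B, Fig. 3C and Table 1 were chosen by the paper on these libraries, so only their directions and their number past the threshold were counted. The genes named are those the paper names, those of the lists, and for each comparison the 5 with the largest and the 5 with the smallest log2 fold change among the genes past the threshold whose groups do not overlap and whose mean log2 value is above the median of the genes tested. Mul1 was added after the primers had been matched to it.

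Alternatives to these settings were another scaling (quantile normalization, or equal totals), other filters on low values, another constant before the log, a fit over all 9 libraries, a replicate block, a robust fit, other thresholds and leaving out each library in turn. The primers and the siRNA of the study were matched to the transcripts of GENCODE M21 on GRCm38, which need not be the build behind the deposited values. GC content over the last 500 bases of the longest transcript and its length were taken from the same annotation, and their trend was removed from each library with splines of 4 degrees of freedom each. KEGG, DAVID and STRING results, the quantitative PCR, the western blots and the raw reads were not analysed here.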

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

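The tests for a mislabelled library for the library depth and the ratios behind the Lcn2 reads, and for the splits of all 9 libraries were chosen only after the results they bear on had been seen.

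The paper does not analyse the libraries of cells treated with heat-killed MJ2. Against RANKL alone, 461 of 10814 genes passed the threshold, 364 higher and 97 lower with heat-killed MJ2, and for 30.2% of the genes the 2 groups did not overlap (10% by chance). Among the more highly expressed genes, Irg1 had a log2 fold change of 6.77 (standard error 0.34, adjusted p = 3.7e-04 from limma) and Kbtbd11 one of -1.87 (standard error 0.14, adjusted p = 0.0016). Of the 10 splits of these 6 libraries into groups of 3, 1 gave as many genes, the real one, and the others gave 0 genes each, but 10 splits cannot give a share under 0.1. The number rests on single libraries: without replicate 1, 2 or 3 of heat-killed MJ2 it was 189, 261 and 206, and without replicate 3 of the negative control it was 292. Removing the trend of each library on GC content and transcript length left 427 of the 461 genes past the threshold, which argues against that trend as the cause. A mislabelled library is argued against by the correlations, since 0 of the 9 libraries were closer to a library of another group than to one of their own. Over all 9 libraries the lowest correlation within a group was 0.946 and the highest between groups 0.921. For these 2 groups alone, the number of splits is too small to exclude a chance arrangement, and whether these cells received RANKL is not settled by the labels.

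Heat-killed MJ2 and surface proteins were compared directly as well. Here 1098 of 10916 genes passed the threshold, 555 higher and 543 lower with surface proteins, so the 2 treatments differ by a test of the difference itself. The real split was again the only 1 of 10 with as many genes. Without replicate 1 or 3 of heat-killed MJ2 the number was 342 and 424, and without replicate 2 or 3 of the surface protein group it was 612 and 644. After removal of the trend on GC content and length, 1042 of the 1098 genes still passed, and the count of misplaced libraries was 0 here too. Whether the difference lies in the bacterial material or in its dose cannot be separated in this design, and no biological explanation was tested.

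Lcn2 was absent with RANKL alone and present in each heat-killed MJ2 library, with 109, 279 and 95.1 adjusted reads in replicates 1, 2 and 3. Against the floor of 3 reads it was at least 53.6-fold higher. Its level was 6.40% of that with surface proteins. Replicate 2 carries much of this: without it the bound was 33.9-fold and the level 4.05%. Between the 2 treatments Lcn2 had a log2 fold change of 4.00 (standard error 0.53, adjusted p = 0.010 from limma). Totals of adjusted reads are drawn together by the scaling, so depth was taken from the reads estimated by dividing each total by the adjusted reads per read. Library depth is argued against, since the mean of these estimates with heat-killed MJ2 was 0.988 of that with RANKL alone, by either window used for the low values. A candidate explanation is reads carried over from the surface protein libraries, which would bring every abundant transcript of those libraries at no less than the same share. Of 8 genes absent with RANKL alone and at 100 or more adjusted reads with surface proteins, Lcn2 itself among them, 12.5% (1 gene) stayed below 0.5 of the share of Lcn2, with 0.00679% as the lowest share and 22.9% as the median. Reads of a gene from the cells themselves can only lower the ratio of Lcn2 reads to its own, so with carry-over as the only source no abundant gene would have a higher ratio with heat-killed MJ2. Of 7177 other genes at 100 or more adjusted reads with surface proteins, 3 had a higher ratio in every heat-killed MJ2 library than in every surface protein library. These genes, Avil, Car6 and Gbp8, were chosen after their values were seen. For Avil the ratio was 4.86 to 9.61 with heat-killed MJ2 and 1.89 to 2.64 with surface proteins, and for Car6 it was 2.80 to 6.23 and 0.941 to 1.70. Gbp8 is near the floor with heat-killed MJ2 and decides little. These ratios argue against carry-over as the only source of the Lcn2 reads. By the ratios of Avil, carry-over of up to 54.3% of them stays open, and no biological explanation was tested.

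The interferon response list rose with heat-killed MJ2 by a median log2 fold change of 3.32, with all 24 tested genes higher, 19 past the threshold (24 when adjusted over the list alone) and an adjusted p of 1.1e-21 from camera. It stayed past the threshold under fry (adjusted p = 0.0020) but not with an estimated correlation (adjusted p = 0.090). The 1 gene of the list without reads in the negative control left the median at 3.32 when set to its bound. The median was 3.34 after removal of the trend on GC content and length and 3.34 without Rn45s and with equal totals. It depends on the filter on low values, with 2.36 for genes with at least 10 adjusted reads in every library, and it ran from 3.05 to 3.53 with 1 library left out at a time. Of 10000 random lists matched on mean expression, 0 had a median as far from 0. Reads shared between paralogs are argued against by the 16 list genes outside the Ifit, Oas, Oasl, Mx and Gbp families, which had a median of 3.32, with 16 higher and 12 past the threshold. Only the real split of the 10 gave a median as far from 0, which for these 2 groups alone cannot exclude chance. Of the 84 splits of all 9 libraries into 3 and 6, only the real one, RANKL alone against the others, gave a list median as far from 0 (1 of 84, a share of 0.0119), which argues against chance for the lower level with RANKL alone than in both treatments together. A response of the cells to bacterial material may lie behind the rise, as an untested hypothesis found on the same libraries.

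The cell-cycle list, which the paper does not discuss, fell with surface proteins by a median log2 fold change of -2.22 against RANKL alone (adjusted p = 2.1e-11 from camera, 0.0025 from fry, 0.14 with an estimated correlation). All 21 genes fell, and 19 passed the threshold, also when adjusted over the list alone. Mki67, a marker of dividing cells, had a log2 fold change of -2.70 (standard error 0.47, adjusted p = 0.0089 from limma). The median was -2.23 after removal of the trend on GC content and length and -2.25 without Rn45s, and 0 of 10000 matched random lists reached it. Against heat-killed MJ2 the median was -2.28 (adjusted p = 2.1e-14 from camera, 0.0047 from fry, 0.17 with an estimated correlation), with 21 of 21 genes past the threshold, -2.29 after removal of the trend, -2.34 without Rn45s and again 0 of 10000 random lists. With heat-killed MJ2 against RANKL alone the same list had a median of 0.13 (adjusted p = 0.26), and leaving out replicate 2 of heat-killed MJ2 moved it to 0.25 (adjusted p = 0.0041, against 0.0041 to 0.85 over the alternatives). In both comparisons with surface proteins, 1 of the 10 splits gave a median as far from 0, the real one, which is the fewest possible. Of the 84 splits of all 9 libraries into 3 and 6, only that of surface proteins against the others gave a list median as far from 0 (1 of 84, a share of 0.0119). This argues against chance for the lower level with surface proteins than in the 6 other libraries, though 6 lists were examined. A lower share of dividing cells with surface proteins may explain the fall, as a hypothesis found and tested on the same libraries. Cell numbers were not analysed here. The paper's MTT assay after 4 days found no cytotoxicity at up to 10 µg/mL and higher viability at lower doses. Its description does not name RANKL, so it does not settle this hypothesis.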

How the results depend on the processing

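The alternatives were set before the data were examined, except for limma with an intensity trend, the ratio of group means with an unadjusted test on the linear scale, and the ratio of group means for genes other than Lcn2, which were chosen after seeing the data. The alternatives based on DESeq2 were not run, since the files hold no counts.

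The number of genes past the threshold between surface proteins and RANKL alone stayed within 1.5 times of 1901 in all alternatives but 1: an adjusted p with no limit on the fold change gave 3163 genes, 1727 higher and 1436 lower, as fewer criteria are applied. Between heat-killed MJ2 and RANKL alone the number moved from 461 to 298 without a filter on low values (46 lower), to 799 at an unadjusted p (580 higher and 219 lower), to 804 with quantile normalization and an unadjusted p (287 lower), and to 770 on the linear scale (566 higher and 204 lower). With no limit on the fold change, 199 genes were lower. Leaving out 1 library at a time gave from 189 to 334 genes, from 153 to 288 higher and from 36 to 63 lower, with fewer samples per fit. Between surface proteins and heat-killed MJ2 the number moved from 1098 to 699 without a filter (353 higher and 346 lower) and to 1949 with no limit on the fold change (1005 higher and 944 lower). Leaving out 1 library at a time gave from 342 to 1167 genes, from 191 to 662 higher and from 151 to 581 lower. The cause of the losses without a filter was not tested. No scaling moved the share of higher genes by more than 10 percentage points; the largest move was from 50.5% to 41.3%, with equal library totals, between surface proteins and heat-killed MJ2.

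The replicate numbers gave no strong pairing of the libraries. Deviations from the group means correlated by 0.018 to 0.11 between libraries with the same number, and not every pair exceeded 0.1. Libraries with different numbers correlated by -0.076 to 0.031, so a weak effect shared by replicates of the same number stays open. With the replicate block, heat-killed MJ2 against RANKL alone gave 289 genes (38 lower); the numbers for the other 2 comparisons were 1813 and 980.

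The set tests depend most on the inter-gene correlation. With camera and an estimated correlation, 0 of the 5 lists that had passed between surface proteins and RANKL alone still did, 1 of 3 between heat-killed MJ2 and RANKL alone (NF-κB and inflammatory genes, adjusted p = 0.012) and 0 of 3 between the 2 treatments. At an unadjusted p under 0.05, 1 list passed in the first of these and 0 in the last. Under fry, the osteoclast marker list lost its call with heat-killed MJ2 (adjusted p = 0.073), and no other call was lost.

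Directions reversed only where a value was near 0. The interferon list between surface proteins and heat-killed MJ2 moved from -0.10 to 0.025 when every library had to hold at least 10 adjusted reads, and it ran from -0.36 to 0.10 with 1 library left out at a time. The reference gene list, also with 1 library left out at a time, ran from -0.057 to 0.091 between surface proteins and RANKL alone and from -0.16 to 0.026 between the 2 treatments; quantile normalization gave -0.088 for the former. With heat-killed MJ2 against RANKL alone, Mki67 moved from -0.02 to 0.0078 with equal library totals and ran from -0.15 to 0.093 with 1 library left out at a time, Polr3g moved from 0.017 to -0.012 with quantile normalization and ran from -0.042 to 0.077, and Rela ran from -0.016 to 0.21. The cause of these reversals was not tested. Among the other values of named genes outside the fits that leave out a library, 54 lost and 14 gained a call. Among those fits, 99 lost and 7 gained one.

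The lowest correlation within a group exceeded the highest between groups by 0.0249 over all 9 libraries. This gap was 0.101 over the 500 most variable genes, which were chosen on the same libraries, and 0.0183 after quantile normalization. Depth limits the genes without reads in the negative control: for Lcn2, only the lower bound does not rest on the constant added before the log.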

Differences from the paper's values

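The ratio of group means for genes other than Lcn2, limma with a trend and the criterion on the linear scale were chosen only after the values had been seen.

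The paper reports 888 genes past its criterion, and 1901 genes passed the threshold used here. At an unadjusted p under 0.05 and a fold change of at least 2, the number was 2145, and with quantile normalization added it was 2141. None of the alternatives set before the data were examined closed the gap. The criterion on the linear scale, chosen after seeing the values, gave 2079 genes and did not close it either. It used an unadjusted equal-variance t test on 2 raised to the deposited value. After rounding, that t test gave the p-value of Table 1 for every gene listed there (0.036 for Lcn2, 0.042 for Csf1, 0.017 for Lck). The criterion thus reproduced these p-values but not the paper's number of genes.

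For Fcgr1 the paper's fold change is 61.600, and the value fitted here was 104.5, with 1 library of the negative control at the floor. Quantile normalization gave 93.9 and at least 10 adjusted reads in every library could not be met. Of the alternatives set before the data were examined, only the fits without replicate 2 or without replicate 3 of the negative control came within 1.5 times of the paper's value. For Lck the paper's fold change is 5.081, and the value fitted here was 8.84. Quantile normalization came within 1.5 times of it, whereas all other alternatives set before the data were examined did not. The ratio of group means of 2 raised to the deposited value, chosen after seeing the values, was 61.6 for Fcgr1 and 5.08 for Lck. On this scale the values of the other 18 genes of Table 1 apart from Lcn2 also lie within 0.210% of the paper's.

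Lck, Pira2 and Polr3g, which the paper draws among its differentially expressed genes, did not pass here. All 3 passed at an unadjusted p under 0.05 and a fold change of at least 2, with or without quantile normalization, in the fit over all 9 libraries, in limma with a trend and on the linear scale, the last 2 chosen after seeing the values. Polr3g also passed when every library had to hold at least 10 adjusted reads, Lck without replicate 2 of the negative control, and Pira2 without replicate 3 of the negative control.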

Other observations

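The tests on the shared control libraries and on a minimum expression level were chosen only after the results they bear on had been seen.

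Whether the quantitative PCR and western blots of Fig. 2 were made on the cultures that were sequenced is not stated in the text of the paper. In the sequenced libraries, Nfkb1 was higher with surface proteins, with a log2 value of 7.86 ± 0.13 (SD, n = 3) with RANKL alone and 8.64 ± 0.12 (SD, n = 3) with surface proteins, a log2 fold change of 0.78 (standard error 0.15, adjusted p = 0.011 from limma), below the limit on the fold change. Rela had a log2 fold change of 0.42 (standard error 0.17, adjusted p = 0.11), higher in 3 of 3 libraries. Mul1, whose transcripts the primers listed for NFκB match, had a log2 fold change of -0.72 (standard error 0.32, adjusted p = 0.14), and its 2 groups overlapped. Which transcript those primers amplified in the experiment was not analysed here. Atp6v0d2 fell by 2.10 on the log2 scale (standard error 0.35, adjusted p = 0.0077 from limma). Calcr was too low to be tested, with a mean of 1.7 adjusted reads in both groups. Replicates 1, 2 and 3 held 0, 1.08 and 3.97 adjusted reads with RANKL alone and 4.93, 0 and 0.021 with surface proteins. The mean with surface proteins rests on replicate 1, so the equal means do not show that Calcr was unchanged.

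The log2 fold changes of the 2 treatments against RANKL alone correlated across genes with r = 0.723 over 10649 genes, which are not independent replicates. Both comparisons share the 3 control libraries, which alone makes such a correlation: in 100 simulations of unchanged groups against the same controls, r averaged 0.498 and reached 0.538 at most. The share of genes with the same sign was 68.56%, against 68.52% in the highest simulation, so that share says little. Of the 438 genes past the threshold with heat-killed MJ2, 371 also passed with surface proteins, 369 of them in the same direction, and 271 of these changed more with surface proteins. The simulations of unchanged groups gave 0 such genes at most, but unchanged groups hardly give any gene past the threshold, so this does not show how many genes unrelated responses would share. The correlation exceeded that of every simulation, but the simulations drew each gene independently. They cannot show how far r goes when genes vary together, so the shared controls stay open as its only source. Part of the response may be common to both treatments, a hypothesis found in these data. In average-linkage clustering of all 9 libraries, those with heat-killed MJ2 joined those with RANKL alone before those with surface proteins. This order is weak, since replicate 2 of heat-killed MJ2 was closer to the libraries with surface proteins (r from 0.907 to 0.918) than to those with RANKL alone (r from 0.888 to 0.901).

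The paper chose the genes of Fig. 3B and 3C against the same 3 control libraries, which alone favours a shared direction. No value for unchanged groups is given for these lists, so the number of shared directions cannot show a shared response. Of the genes of Fig. 3B, 31 of 35 tested moved in the same direction with heat-killed MJ2 against RANKL alone, and 13 passed the threshold. Of those of Fig. 3C, 28 of 30 did, and 14 passed. Nfatc1 fell by 1.12 on the log2 scale (standard error 0.15, adjusted p = 0.013 from limma), and its call was lost without replicate 1 or 3 of heat-killed MJ2 and in the fit over all 9 libraries (adjusted p from 0.051 to 0.055, and down to 5.9e-06 in the other alternatives). Between the 2 treatments it was lower with surface proteins by a log2 fold change of -1.97 (standard error 0.33, adjusted p = 0.016), a call also lost without replicate 1 or 3 of heat-killed MJ2 (adjusted p = 0.065 and 0.059, against 3.0e-05 to 0.065 over the alternatives). Tnf rose by a log2 fold change of 2.63 with heat-killed MJ2 (standard error 0.16, adjusted p = 6.7e-04 from limma).

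Across the lists, osteoclast markers had a median log2 fold change of -0.43 with heat-killed MJ2 against RANKL alone (adjusted p = 0.0018 from camera) and -1.15 with surface proteins against heat-killed MJ2 (adjusted p = 2.1e-05). NF-κB and inflammatory genes had medians of 2.42 (adjusted p = 1.4e-14) and -0.25 (adjusted p = 0.078) in the same comparisons, and 0.80 in place of 2.42 when every library had to hold at least 10 adjusted reads. Between the 2 treatments the list passed with quantile normalization (adjusted p = 0.047) and without replicate 2 of the surface protein group (median -0.29, adjusted p = 0.016), against 0.016 to 0.55 over the alternatives. The interferon list did not pass between the 2 treatments (median -0.10, adjusted p = 0.48), and without replicate 2 of heat-killed MJ2 its median was 0.10. Cholesterol synthesis genes fell with surface proteins against RANKL alone by a median log2 fold change of -0.85 (adjusted p = 1.6e-04), with 12 of 14 lower and 5 past the threshold, and against heat-killed MJ2 by -0.69 (adjusted p = 2.1e-04), while with heat-killed MJ2 against RANKL alone their median was -0.16 (adjusted p = 0.15). Reference genes had medians of -0.01, 0.08 and -0.05 in the 3 comparisons (adjusted p = 0.88, 0.44 and 0.48). The first of these was 0.037 without replicate 2 of the negative control and 0.091 without replicate 2 of the surface protein group, and the last was 0.026 without replicate 3 of heat-killed MJ2.

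More genes pass the criterion stated in the study than the study reports, 2079 against the paper's 888 when the criterion is applied on the linear scale. A minimum expression level might account for this. The minimum that leaves 888 genes, a mean of 163.6 adjusted reads over the 6 libraries, would drop 29 of the 69 genes drawn in Fig. 3B and 3C, which argues against that explanation; others stay open. Of the 10 splits of the 6 libraries with RANKL alone and surface proteins, 1 gave as many genes past the threshold, the real one, which is the smallest number that 3 libraries against 3 allow.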
